# Stimuli-Responsive Nanozyme Reprograms Tumor Immunometabolism and Overcomes Therapeutic Resistance in Hepatocellular Carcinoma

**DOI:** 10.1021/acsnano.5c11352

**Published:** 2026-01-06

**Authors:** Yen-Nhi Ngoc Ta, Van-Anh Thi Nguyen, Thu-Thuy Can, Meng-Cheng Hsieh, Bang Giang Thi Cao, Dehui Wan, Chian-Hui Lai, Chun-Chieh Wu, Fu-Fei Hsu, Yu-Ting Yen, Shen-Nien Wang, Yunching Chen

**Keywords:** hepatocellular carcinoma (HCC), glucose oxidase (GOx), immunometabolism, glycolysis, immunotherapy, pH-responsive enzyme delivery

## Abstract

Hepatocellular carcinoma (HCC) exhibits profound glycolytic reprogramming that drives tumor growth, impairs apoptosis, and suppresses immune responses, leading to resistance against conventional therapies. To overcome this challenge, we developed a stimuli-responsive nanozyme composed of a pH-sensitive lipid–gelatin–protamine (LGP) nanogel encapsulating glucose oxidase (GOx). This tumor-selective nanozyme depletes intratumoral glucose under acidic conditions, inducing oxidative and endoplasmic reticulum stress, upregulating death receptors, and sensitizing HCC cells to TRAIL- and doxorubicin (DOX)-induced apoptosis. Co-delivery of GOx and DOX within the nanozyme reprograms tumor immunometabolism, enhancing immunogenic cell death and promoting the release of damage-associated molecular patterns (DAMPs). These changes stimulate dendritic cell maturation and cytotoxic CD8^+^ T-cell activation. Transcriptomic profiling confirms that this nanozyme remodels the immunosuppressive microenvironment by suppressing metabolic pathways while activating immune-related gene programs. When combined with an anti–PD-1 checkpoint blockade, the nanozyme elicits potent tumor regression and abrogates metastasis without systemic toxicity in orthotopic HCC models. Overall, this work introduces a multifunctional tumor-responsive nanozyme that integrates metabolic intervention, apoptotic priming, and immune activation to overcome therapeutic resistance in the HCC.

## 1 Introduction

Hepatocellular carcinoma (HCC) is an aggressive primary liver cancer and a leading cause of cancer-related mortality worldwide.[Bibr ref1] Despite the availability of chemotherapeutics, tyrosine kinase inhibitors, and immune checkpoint inhibitors, systemic treatments offer limited and often short-lived benefits due to intrinsic and adaptive resistance.[Bibr ref2] This highlights the urgent need for therapeutic strategies that can overcome drug resistance and achieve more durable tumor control. One of the major drivers of drug resistance in HCC is metabolic reprogramming. HCC cells exhibit a Warburg-like phenotype, relying on aerobic glycolysis to fuel rapid growth and survival.[Bibr ref3] Upregulation of glucose transporters and glycolytic enzymes enables excessive glucose uptake and lactate production, promoting proliferation, evasion of apoptosis, and metastatic potential. [Bibr ref4]−[Bibr ref5] [Bibr ref6] High glycolytic activity also enhances antioxidant defenses, limiting oxidative stress and conferring resistance to redox-mediated and chemotherapeutic apoptosis.[Bibr ref7] Concurrently, lactate accumulation and acidic byproducts suppress cytotoxic T- and NK-cell function and foster an immunosuppressive tumor microenvironment, forming an immunometabolic barrier that limits immunotherapy efficacy. [Bibr ref8],[Bibr ref9] Thus, glycolysis not only sustains tumor progression but also reinforces resistance to apoptosis and immune attack.[Bibr ref10]

Targeting glycolysis has emerged as a promising therapeutic strategy to exploit the metabolic dependencies of cancer cells. Numerous preclinical studies have explored small-molecule inhibitors targeting key glycolytic enzymes, such as 2-deoxy-d-glucose (2-DG) targeting hexokinase II, FX11 inhibiting lactate dehydrogenase A, and dichloroacetate (DCA) modulating pyruvate dehydrogenase kinase. [Bibr ref11]−[Bibr ref12] [Bibr ref13] While these agents disrupt glycolytic flux and reduce ATP production, their therapeutic potential is often constrained by systemic toxicity, limited tumor selectivity, and metabolic compensation.[Bibr ref14] To address these challenges, enzyme-based glucose depletion strategies have gained attention, offering more direct and sustained suppression of glycolysis. [Bibr ref15],[Bibr ref16] In particular, glucose oxidase (GOx) offers unique advantages due to its dual catalytic functionconsuming glucose and producing hydrogen peroxidethereby inducing both metabolic stress and oxidative damage. [Bibr ref17]−[Bibr ref18] [Bibr ref19] Thus, GOx not only disrupts energy metabolism but also induces immunogenic cell death, thereby reshaping the tumor microenvironment toward a more immunostimulatory state. Compared with conventional inhibitors, GOx exerts stronger metabolic pressure and has shown greater potential to sensitize tumors to both chemotherapy and immune checkpoint blockade.

However, systemic delivery of protein therapeutics such as GOx remains a major challenge due to rapid degradation, short circulation half-life, and immunogenicity, which result in poor intratumoral accumulation and potential off-target toxicity. To address these limitations, a variety of nanocarriersincluding polymeric nanogels, liposomes, metal–organic frameworks (MOFs), and inorganic nanoparticleshave been investigated for GOx delivery. [Bibr ref20]−[Bibr ref21] [Bibr ref22] [Bibr ref23] [Bibr ref24] [Bibr ref25] [Bibr ref26] [Bibr ref27] [Bibr ref28] [Bibr ref29] While these platforms can improve enzyme stability in circulation, they are often hindered by compromised formulation integrity, suboptimal biocompatibility, limited biodegradability, and insufficient tumor selectivity. To overcome these challenges, we developed a biodegradable, biocompatible, and pH-responsive lipid–gelatin–protamine (LGP) nanogel specifically engineered for tumor-selective protein delivery. This core–shell nanostructure features a gelatin-protamine hydrogel coreformed via electrostatic complexation at a water–oil interfacethat effectively encapsulates and stabilizes GOx or other protein therapeutics. Surrounding this core is a PLGA-lipid shell that prolongs systemic circulation and promotes tumor accumulation via the enhanced permeability and retention (EPR) effect. In addition, hydrophobic small-molecule drugs such as doxorubicin (DOX) can be integrated into the lipid-PLGA matrix, enabling a combination therapy within a single nanoplatform. Exposure to the acidic tumor microenvironment induces protonation of acidic residues in gelatin B, disrupting the nanogel structure and triggering a selective release of GOx at the tumor site. This nanozyme markedly enhances GOx pharmacokinetics, tumor selectivity, and enzymatic stability in vivo.

The versatility of the LGP nanogel platform also allows for the delivery of a broad range of therapeutic agentsincluding chemotherapeutic DOX, the apoptosis-inducing ligand TRAIL, and immune checkpoint inhibitors such as anti-PD-1 antibodiesmaking it a clinically translatable platform to enhance treatment efficacy in HCC. In this study, we report a multifaceted nanomedicine strategy using nanozymes to overcome therapeutic resistance in HCC. As illustrated in Figure [Fig fig1], GOx-loaded nanozymes (GOx-LGP) deplete intratumoral glucose, leading to metabolic starvation and immunometabolic modulation that sensitizes tumors to apoptosis and immune attack. This simultaneously generates reactive oxygen species (ROS), triggers endoplasmic reticulum (ER) stress, and activates both death receptor- and mitochondria-mediated apoptotic pathways, thereby sensitizing HCC cells to TRAIL and DOX. Concurrently, TRAIL-loaded LGP nanogels (TRAIL-LGP) activate death receptors DR4/DR5 on HCC cells, amplifying extrinsic apoptotic signaling. The combination of GOx-LGP and TRAIL-LGP significantly induces apoptosis, suppresses primary tumor growth, and inhibits distal lung metastasis in orthotopic HCC models, resulting in markedly improved survival outcomes. Furthermore, DOX, an inducer of DNA damage and mitochondrial apoptosis, also promotes immunogenic cell death (ICD).[Bibr ref30] When coformulated with GOx in GOx-DOX-LGP, the nanogel induces both apoptosis and ICD, amplifies antitumor immune responses, and enhances tumor sensitivity to immune checkpoint blockade. Finally, the combination of GOx-DOX-LGP and anti-PD-1 antibodies delivered via LGP nanogels (aPD1-LGP) synergistically reprograms the immunosuppressive tumor microenvironment, resulting in potent and sustained antitumor immunity. Collectively, these findings demonstrate the potential of GOx-based nanomedicine cocktails in overcoming resistance mechanisms and advancing treatment strategies for HCC.

**1 fig1:**
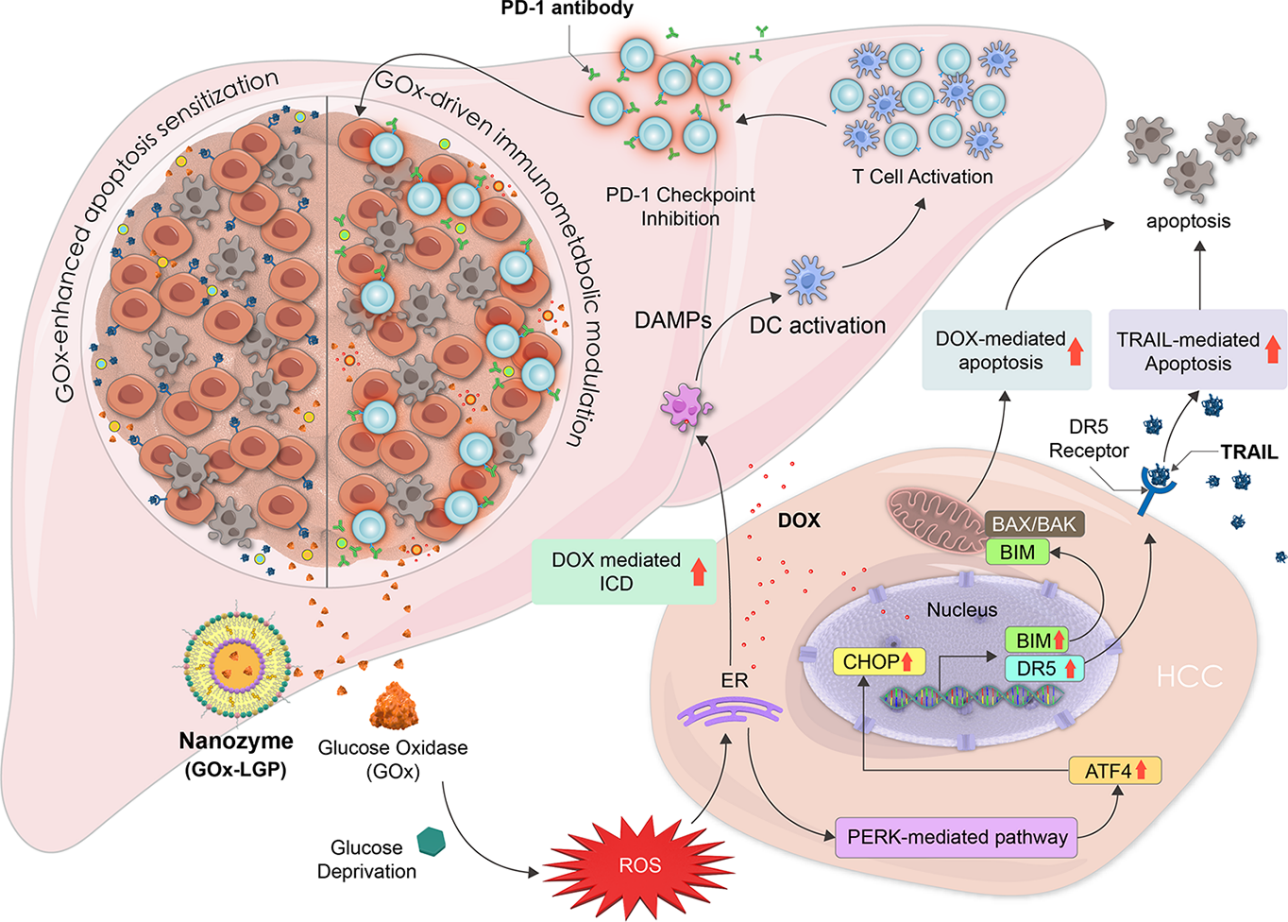
Schematic illustration of the mechanism by which GOx-loaded LGP nanogels promote apoptosis and anticancer immunity in HCC. Glucose oxidase (GOx)-loaded lipid–gelatin–protamine nanogels (GOx-LGP) disrupt the glycolytic metabolism of HCC by depleting intratumoral glucose, leading to metabolic starvation. The oxidation of glucose by GOx concurrently generates hydrogen peroxide (H_2_O_2_), elevating reactive oxygen species (ROS) and inducing endoplasmic reticulum (ER) stress. These metabolic perturbations sensitize HCC cells to apoptosis by upregulating death receptor 5 (DR5) and lowering the apoptotic threshold. When codelivered with the apoptosis-inducing ligand TRAIL via TRAIL-LGP nanogels, this strategy activates the extrinsic (death receptor-mediated) apoptotic pathway, while combination with doxorubicin (DOX) further engages intrinsic (mitochondrial) apoptosis. Co-delivery of GOx and DOX further induced immunometabolic modulation, which amplified immunogenic cell death, enhancing DAMP release, dendritic cell activation, and CD8^+^ T-cell-mediated antitumor immunity. The addition of immune checkpoint blockade (anti-PD-1 antibody) amplifies this immune response, establishing potent antitumor immunity. The LGP nanogel delivery platform enables tumor-selective and pH-responsive release of GOx, TRAIL, DOX, and anti-PD-1, providing a modular strategy that integrates apoptotic sensitization and immunometabolic modulation for the treatment of advanced HCC.

## 2 Results

### 2.1 Glycolysis Is a Dominant Metabolic Signature Associated with HCC Progression and Poor Prognosis

Gene set enrichment analysis of transcriptomic profiles from the TCGA-LIHC cohort revealed that HCC tumors exhibit robust activation of multiple oncogenic pathways, with glycolysis ranking among the most significantly upregulated metabolic signatures (Figure [Fig fig2]A). The Hallmark Glycolysis gene set displayed a marked enrichment in tumor tissues relative to adjacent normal liver (enrichment score ≈2.4; FDR *q* < 0.01), indicative of a metabolic shift toward increased glucose utilization. Notably, glycolytic pathway activity was elevated even in early-stage HCC and increased progressively with the tumor stage (Figure [Fig fig2]B), implicating glycolytic reprogramming as an early and escalating feature of HCC pathogenesis. Clinically, elevated glycolysis was associated with reduced patient survival. Kaplan–Meier analysis stratified by glycolysis gene set scores showed that patients with glycolysis-high tumors had significantly shorter disease-specific survival compared to those with lower scores (HR = 1.67, 95% CI 1.07–2.60; *P* = 0.028) (Figure [Fig fig2]C). These findings support the notion that enhanced glycolytic activity contributes to a more aggressive tumor phenotype.

**2 fig2:**
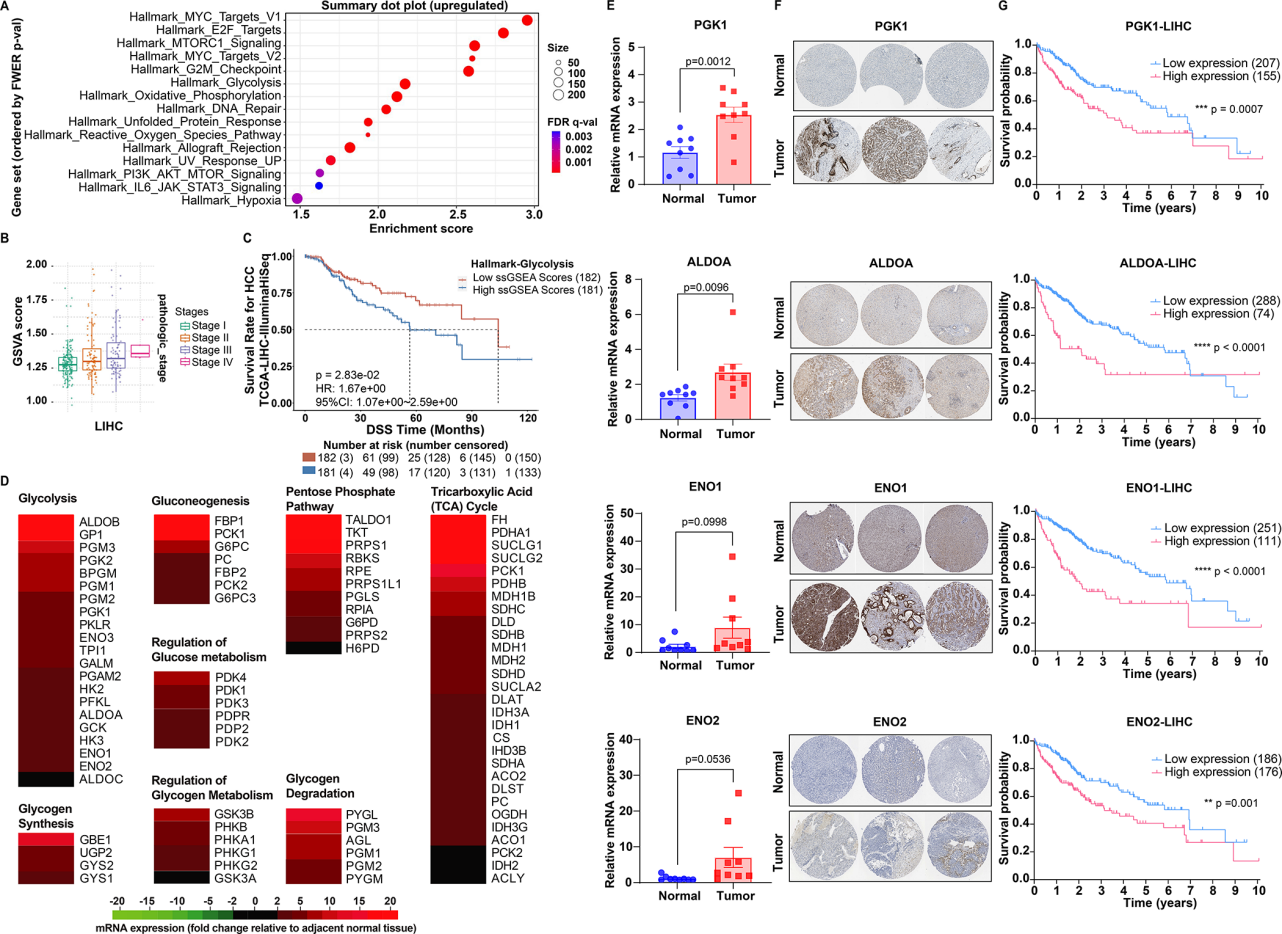
High expression of glycolysis-related genes in HCC patient samples. (A) Gene set enrichment analysis of transcriptomic profiles from the TCGA-LIHC reveals glycolysis ranking among the most significantly upregulated metabolic signatures. (B) Gene Set Variation Analysis (GSVA) scores across stages of LIHC reveal elevated pathway activity in higher pathologic stages, indicating a positive correlation between the gene set and LIHC progression. (C) Kaplan–Meier analysis of disease-specific survival (DSS) in TCGA-LIHC patients stratified by ssGSEA scores for the glycolysis gene set. (D) mRNA expression levels of 84 key genes involved in glucose metabolism were analyzed in HCC patient samples using the RT^2^ Profiler PCR Array. Data are presented as fold changes relative to the corresponding levels in adjacent normal tissue samples (*n* = 3). (E) Upregulated mRNA expression level of glycolysis-related genes including *PGK1, ALDOA, ENO1,* and *ENO2* in HCC patient tumor samples compared to adjacent normal tissue samples (*n* = 9). (F) Immunohistochemistry (IHC) images retrieved from the Human Protein Atlas (HPA) database revealed higher protein expression levels of PGK1, ALDOA, ENO1, and ENO2 in HCC tissues compared to normal liver. (G) Overall survival analysis of TCGA-LIHC patients using GSCA showed that high expression of PGK1, ALDOA, ENO1, and ENO2 was individually associated with poorer prognosis. Data in panels (A–C) were analyzed using the GSCA platform; protein expression data in panels F and survival data in panel G were accessed via the Human Protein Atlas. Data are the mean values ± S.E.M.

To validate this transcriptional reprogramming in clinical specimens, we performed a targeted PCR array analysis on paired HCC tumors and adjacent normal tissues from three patients. The results demonstrated a coordinated upregulation of genes involved in diverse branches of glucose metabolismincluding glycolysis, gluconeogenesis, the pentose phosphate pathway, glycogen metabolism, and the tricarboxylic acid (TCA) cycle (Figure [Fig fig2]D and Table S1). These findings suggest global metabolic rewiring in HCC, with activation extending beyond glycolysis to encompass broader glucose utilization pathways. Notably, glycolytic enzymes such as *PGK1*, *ALDOA*, *ENO1*, and *ENO2* were markedly elevated, reflecting enhanced glycolytic flux. These findings were confirmed in an independent cohort using qRT-PCR, which showed significantly higher expression of *PGK1*, *ALDOA*, and *ENO2* in tumors compared to normal liver (Figure [Fig fig2]E). Immunohistochemistry data from the Human Protein Atlas further confirmed increased protein levels of these enzymes in HCC samples (Figure [Fig fig2]F).

Finally, analysis of TCGA patient survival data revealed that the high expression of *PGK1*, *ALDOA*, *ENO1*, and *ENO2* individually predicted poorer prognosis, with significant reductions in overall survival in high-expression groups across all four genes (Figure [Fig fig2]G). These findings identify glycolytic reprogramming as a hallmark of HCC progression and a potential therapeutic vulnerability that may be exploited in future therapeutic strategies for HCC.

### 2.2 GOx-Induced Metabolic Stress Enhances Apoptotic Sensitivity in HCC Cells

Based on the aforementioned findings, we hypothesized that disrupting glycolysis and glucose metabolism could induce metabolic stress and sensitize HCC cells to therapeutic agents. To test this, we enzymatically depleted glucose using GOx, which not only consumes glucose but also produces ROS (H_2_O_2_), thereby simultaneously starving cells and generating oxidative stress. GOx treatment induced a dose-dependent increase in intracellular ROS levels in both murine (HCA-1) and human (Hep3B) HCC cells, as determined by dichlorofluorescein (DCF) fluorescence (Figures [Fig fig3]A and S1). This oxidative stress triggered pro-apoptotic signaling pathways. Notably, GOx upregulated the endoplasmic reticulum (ER) stress-associated ATF4/CHOP axis and death receptor DR5 in a dose-dependent manner (Figure [Fig fig3]B). In parallel, GOx suppressed Bim phosphorylation, resulting in elevated Bim levels and activation of the intrinsic apoptosis pathway (Figure [Fig fig3]B), indicating that both extrinsic and intrinsic apoptotic programs are engaged following glucose deprivation (Figure [Fig fig3]C).

**3 fig3:**
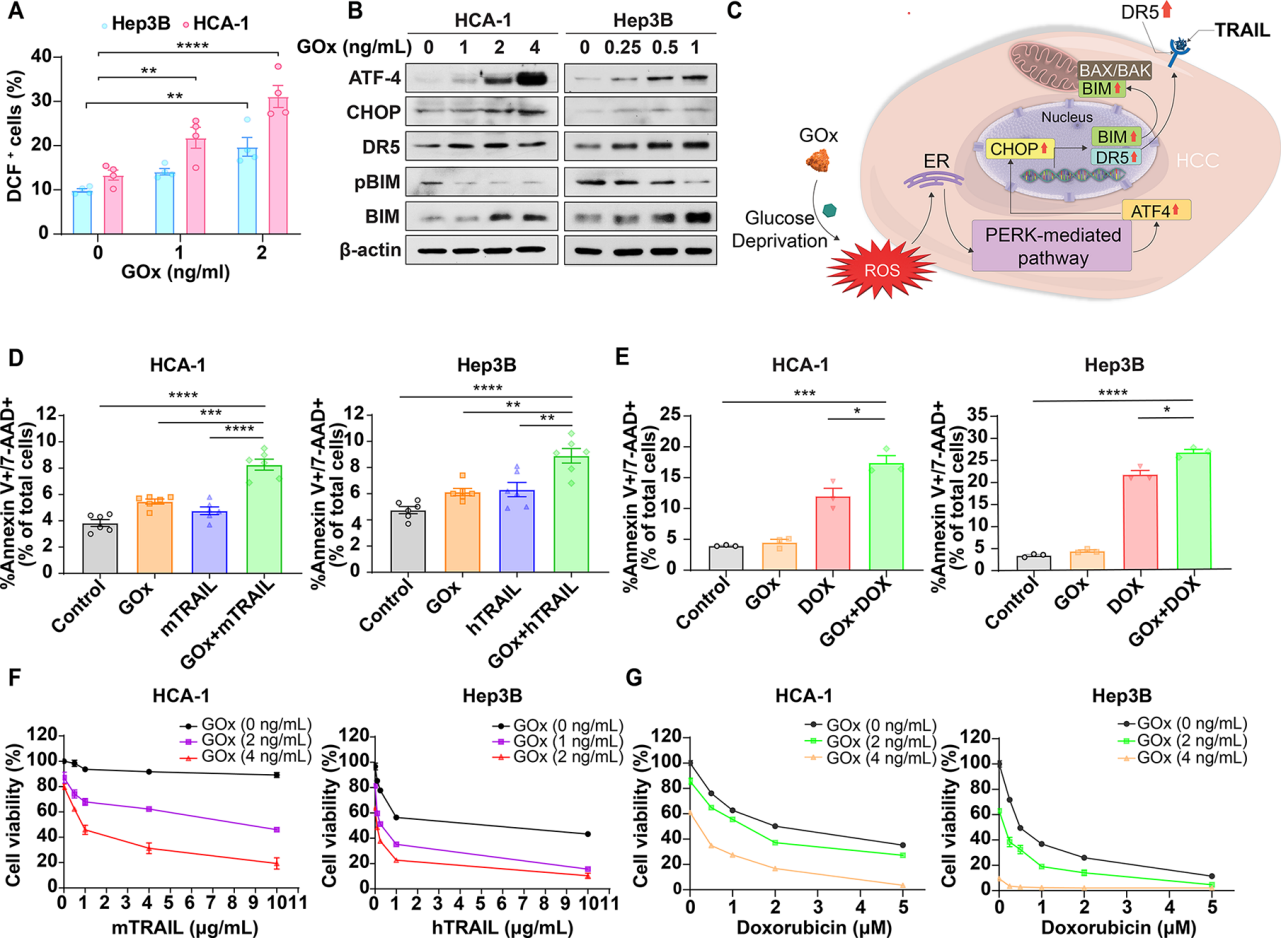
GOx induces metabolic stress and enhances apoptosis sensitivity in HCC cells. (A) Intracellular reactive oxygen species (ROS) levels in murine (HCA-1) and human (Hep3B) HCC cells following a 3 h treatment with GOx, measured by H_2_DCFDA fluorescence and flow cytometry (*n* = 4). (B) Western blot analysis of apoptotic signaling pathways in HCA-1 and Hep3B cells after 24 h GOx exposure, showing dose-dependent activation of ER stress markers (ATF4, CHOP), upregulation of death receptor 5 (DR5), suppression of Bim phosphorylation, and accumulation of total Bim protein. (C) Schematic overview of GOx-mediated induction of both extrinsic and intrinsic apoptotic pathways under glucose deprivation. (D, E) Flow cytometry analysis of apoptosis following 24 h treatment with GOx in combination with TRAIL (D) or doxorubicin (DOX) (E) in HCA-1 and Hep3B cells, assessed by Annexin V-FITC and 7-AAD staining (*n* = 3–6). (F, G) Cell viability analysis of HCA-1 and Hep3B cells treated with increasing concentrations of GOx in combination with either TRAIL (F) or DOX (G), measured by MTT assay (*n* = 6). Data are the mean values ± S.E.M., *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To determine whether GOx-induced stress sensitizes HCC cells to therapeutic agents, we evaluated their response to the death ligand TRAIL and the chemotherapeutic doxorubicin (DOX). In both HCA-1 and Hep3B cells, cotreatment with GOx significantly enhanced TRAIL-induced apoptosis, as evidenced by an increased fraction of Annexin V^+^/7-AAD^+^ cells compared to either agent alone (Figure [Fig fig3]D). Similarly, GOx markedly potentiated DOX-induced apoptosis, with the combination treatment yielding a higher apoptotic fraction than monotherapies (Figure [Fig fig3]E). Cell viability assays further confirmed these findings. In both murine and human HCC cells, GOx dose-dependently reduced viability in the presence of TRAIL (Figure [Fig fig3]F) and DOX (Figure [Fig fig3]G), indicating synergistic cytotoxicity (Figure S2). Together, these results support a mechanism in which glucose deprivation and concomitant ROS generation activate pro-apoptotic signaling pathways, thereby sensitizing HCC cells to TRAIL and DOX. This combinatorial strategy offers a promising metabolic vulnerability to enhance therapeutic efficacy against HCC.

### 2.3 pH-Responsive Nanogel System Enhances Tumor Selectivity and Stability of Protein Therapeutics

Despite their therapeutic promise, the clinical utility of GOx and other macromolecular cancer therapeutics has been hindered by rapid systemic clearance, poor tumor accumulation, and dose-limiting toxicities. To address these challenges and enable tumor-selective, stimuli-responsive delivery, we developed an LGP nanogel system for the encapsulation and controlled release of protein therapeutics such as GOx and TRAIL (Figure [Fig fig4]A). In this formulation, proteins are first encapsulated within a gelatin B-protamine hydrogel core formed via a water-in-oil emulsion. The cationic headgroups of DOTAP lipids interact electrostatically with the negatively charged gelatin at the interface, while the hydrophobic lipid tails facilitate solubilization in nonpolar solvents, such as cyclohexane. These emulsion-mediated interfacial and confinement effects promote spontaneous gelation of the biopolymer complex without chemical cross-linkers. The resulting protein-loaded cores are then wrapped in a lipid-PLGA shell, forming stable, pH-sensitive nanogels. SEM and TEM analyses confirmed the spherical morphology of GOx-LGP nanogels, with an average diameter of 172.7 ± 1.7 nm, a PDI of 0.167 ± 0.015, a near-neutral zeta potential (−0.95 ± 0.36 mV), and a protein encapsulation efficiency of 64.2 ± 4.4% (Figures [Fig fig4]B, S3 and Table S2). In vitro release studies demonstrated minimal protein release at physiological pH 7.4 but significantly accelerated release under mildly acidic conditions (pH 5.5–6.5), consistent with gelatin B protonation–induced disassembly of the gelatin–protamine matrix (Figure [Fig fig4]C). This pH-responsive behavior enables selective cargo release in the acidic tumor microenvironment. Enzymatic activity assays revealed that GOx-LGP retained a catalytic function comparable to free GOx over extended time courses, with only a modest initial lag, indicating that the nanogel formulation preserves functional protein activity (Figure [Fig fig4]D).

**4 fig4:**
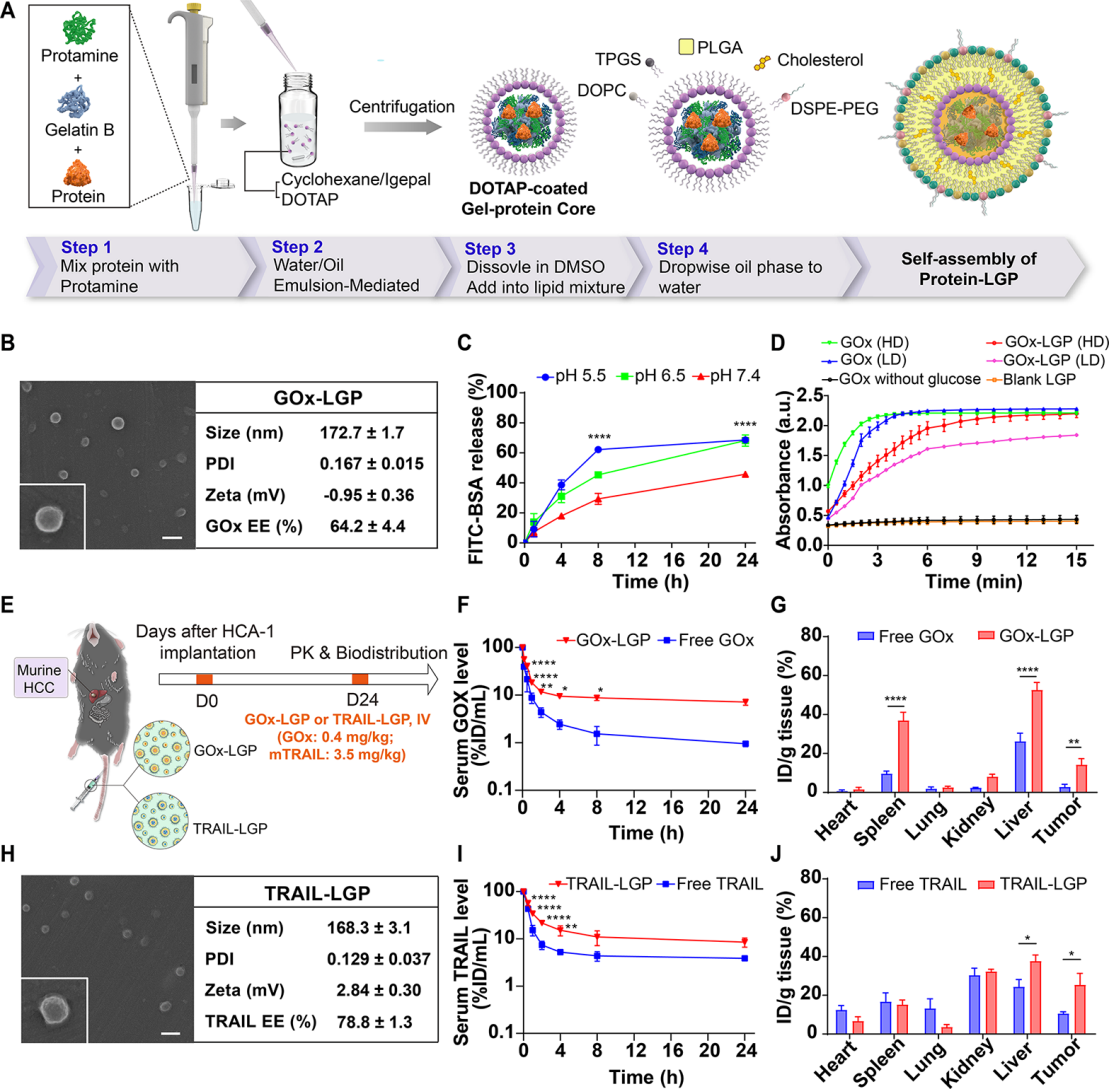
Physicochemical characterization, enzymatic activity, and biodistribution of GOx-LGP and TRAIL-LGP nanogels. (A) Schematic overview of the LGP nanogel formulation. Therapeutic proteins were first encapsulated within a gelatin–protamine hydrogel core formed via water-in-oil emulsion and electrostatic complexation. The core was then coated with DOTAP lipid and subsequently integrated into a PLGA–lipid shell to form stable, pH-responsive LGP nanogels. (B) Representative SEM image (scale bar: 200 nm), hydrodynamic diameter, polydispersity index (PDI), zeta potential, and encapsulation efficiency of GOx-LGP nanogels (*n* = 3). (C) *In vitro* release profile of FITC-BSA (used as a model protein) from LGP nanogels in buffers of varying pH (5.5–7.4), demonstrating accelerated release under mildly acidic conditions (*n* = 3). (D) Retained enzymatic activity of GOx-LGP compared to free GOx over time, assessed by H_2_O_2_ generation (*n* = 3). GOx activity was quantified by measuring absorbance at 595 nm following treatment with high dose (HD, 1.5 μg/mL) and low dose (LD, 0.5 μg/mL) of GOx. (E) Experimental protocol for pharmacokinetic and biodistribution studies. At 24 days postimplantation, mice bearing orthotopic HCA-1 tumors were intravenously injected with Alexa488-labeled GOx or TRAIL, in free or LGP-encapsulated form (protein dose: GOx, 0.4 mg/kg; TRAIL, 3.5 mg/kg). Fluorescence intensity in homogenized tissue lysates was measured 4 h post-injection. (F) Pharmacokinetic profiles of FITC-labeled GOx in free form and in GOx-LGP nanogels following intravenous injection (*n* = 3). (G) Biodistribution of GOx-LGP versus free GOx across tissues, presented as percentage of injected dose per gram (ID/g) (*n* = 4). (H) Representative SEM image (scale bar: 200 nm), hydrodynamic diameter, PDI, zeta potential, and encapsulation efficiency of TRAIL-LGP nanogels (*n* = 3). (I) Pharmacokinetic profiles of FITC-labeled TRAIL in free form and in TRAIL-LGP nanogels following intravenous injection (*n* = 3). (J) Biodistribution of TRAIL-LGP versus free TRAIL across tissues (ID/g) 4 h postinjection (*n* = 4). Data in panels A and H are the mean values ± S.D.; data in other panels are the mean values ± S.E.M., *p < 0.05, **p < 0.01, ****p < 0.0001.

We next evaluated the pharmacokinetic and biodistribution profiles of GOx and TRAIL delivered via LGP nanogels in vivo (Figure [Fig fig4]E). Following intravenous (IV) administration in orthotopic murine HCC models (HCA-1), Alexa-488-labeled GOx-LGP exhibited significantly prolonged circulation time relative to free GOx (Figure [Fig fig4]F), accompanied by enhanced accumulation in tumors, liver, and spleen at 4 h postinjection (Figure [Fig fig4]G). These findings suggest that LGP nanogels not only extend systemic half-life but also enhance tumor delivery, likely via the enhanced EPR effect. Similarly, TRAIL-loaded LGP nanogels (TRAIL-LGP) displayed spherical morphology by SEM and TEM, with an average particle size of 168.3 ± 3.1 nm, a PDI of 0.129 ± 0.037, a zeta potential of 2.84 ± 0.30 mV, and high encapsulation efficiency (78.8 ± 1.3%) (Figures [Fig fig4]H, S3 and Table S2). TRAIL-LGP demonstrated improved pharmacokinetic properties compared to free TRAIL (Figure [Fig fig4]I), and there was a marked increase in intratumoral TRAIL accumulation (Figure [Fig fig4]J). Together, these data highlight the utility of the LGP nanogel platform for enhancing the bioavailability and tumor targeting of protein therapeutics, supporting its potential for improving therapeutic outcomes in HCC.

### 2.4 Enhanced Apoptosis and Tumor Suppression by GOx- and TRAIL-Loaded Nanogels in Orthotopic Murine and Human HCC Models

Having demonstrated improved tumor targeting delivery of LGP nanogels, we next evaluated the therapeutic efficacy of nanoscale GOx and TRAIL in HCC. *In vitro*, the co-administration of GOx-LGP and TRAIL-LGP induced robust apoptosis in both murine (HCA-1) and human (Hep3B) HCC cells, as evidenced by significantly increased Annexin V/PI staining compared to either monotherapy (Figure [Fig fig5]A). Consistent with the effects of free-form GOx shown in Figure [Fig fig3], GOx-LGP treatment elicited pronounced cellular stress responses, characterized by elevated expression of ER stress markers, including ATF4 and CHOP. This stress response led to the upregulation of DR5a critical mediator of TRAIL-induced apoptosisin both HCA-1 and Hep3B cells (Figure [Fig fig5]B).

**5 fig5:**
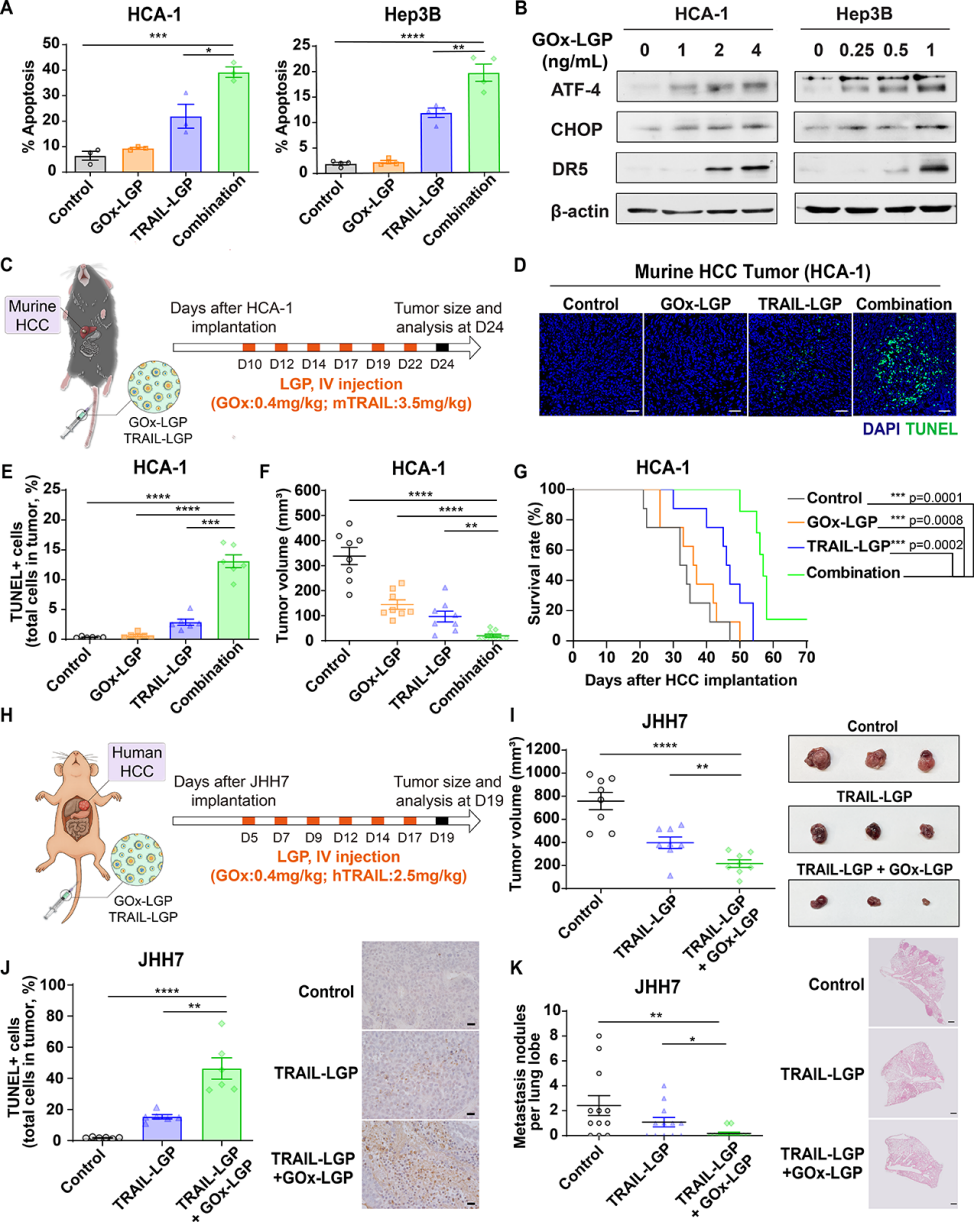
Synergistic induction of apoptosis and tumor suppression by GOx-LGP and TRAIL-LGP nanogels in murine and human HCC models. (A) Flow cytometry analysis of apoptosis in murine (HCA-1) and human (Hep3B) HCC cells following 24-h treatment with GOx-LGP, TRAIL-LGP, or their combination, as assessed by Annexin V-FITC staining (*n* = 3–4). (B) Western blot analysis showing upregulation of DR5 and other key death receptor pathway components in HCC cells after 24-h treatment with GOx-LGP, highlighting glucose deprivation-induced sensitization to TRAIL-mediated apoptosis. (C) Schematic representation of the treatment protocol in the syngeneic murine HCA-1 orthotopic HCC model. Ten days post tumor implantation, mice received six intravenous doses of either GOx-LGP (0.4 mg/kg), TRAIL-LGP (3.5 mg/kg), or both in combination at 2–3 day intervals; tumors were analyzed on day 24. (D) Representative immunofluorescence images of TUNEL staining in tumor sections, indicating apoptotic cell death (scale bar: 50 μm). (E) Quantification of TUNEL^+^ cells in HCA-1 tumors harvested 24 days post-implantation (*n* = 6). (F) Tumor volume changes in response to different treatments (*n* = 8). (G) Kaplan–Meier survival analysis of mice bearing orthotopic HCA-1 tumors treated with monotherapy or combination therapy (*n* = 8). (H) Schematic illustration of the treatment regimen for the orthotopic human JHH7 xenograft model. Mice were treated intravenously six times with GOx-LGP (0.4 mg/kg), TRAIL-LGP (2.5 mg/kg), or both, starting 5 days post tumor implantation and analyzed on day 19. (I) Representative tumor images and quantification of tumor volumes in JHH7-bearing mice (*n* = 8). (J) Quantification of TUNEL^+^ cells in JHH7 tumors (*n* = 6) and representative colorimetric images of TUNEL-stained sections (scale bar: 20 μm). (K) Quantification and representative H&E images of lung metastatic nodules in JHH7-bearing mice, showing reduced metastatic burden after combination treatment (scale bar: 500 μm; *n* = 4). Data are the mean values ± S.E.M., *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We next assessed therapeutic efficacy *in vivo* by using orthotopic HCC models. In a syngeneic murine model established through intrahepatic implantation of HCA-1 cells (Figure [Fig fig5]C), IV administration of the combined GOx-LGP and TRAIL-LGP treatment significantly enhanced tumor apoptosis, as evidenced by TUNEL staining (Figure [Fig fig5]D,E). This combination therapy also resulted in significant tumor growth inhibition (Figures [Fig fig5]F and S4) and prolonged survival (Figure [Fig fig5]G) compared to those of monotherapies (GOx-LGP or TRAIL-LGP alone) or control groups, highlighting the potent synergy between GOx-induced metabolic stress and TRAIL-mediated apoptosis.

To assess translational relevance, we further examined therapeutic responses in an orthotopic xenograft model bearing human JHH-7 HCC tumors (Figure [Fig fig5]H). The combination of GOx-LGP and TRAIL-LGP significantly suppressed tumor growth (Figures [Fig fig5]I and S5) and enhanced intratumoral apoptosis (Figure [Fig fig5]J), compared with either agent alone. Notably, the combination treatment also led to near-complete inhibition of lung metastases (Figure [Fig fig5]K), as quantified by metastatic burden analysis. Collectively, these findings show the synergistic antitumor efficacy of LGP-mediated delivery of GOx and TRAILpotentiating apoptosis through metabolic and death receptor pathways, suppressing both primary and metastatic tumor progression, and prolonging survival in both murine and human HCC models.

### 2.5 GOx Enhances DOX-Induced Apoptosis and Immunogenic Cell Death to Potentiate Antitumor Immunity in HCC

Building upon these findings, we next examined whether GOx could similarly enhance the efficacy of DOX, a DNA-damaging chemotherapeutic that induces intrinsic apoptotic signaling. To achieve this, we developed a dual-compartment nanozyme (GOx-DOX-LGP) encapsulating GOx in a gelatin-protamine hydrogel core and DOX in the outer PLGA shell (Figure [Fig fig6]A). The resulting nanogels exhibited a uniform spherical morphology (181.6 ± 2.5 nm), low polydispersity (PDI = 0.20 ± 0.01), and a near-neutral surface charge (−3.67 ± 0.10 mV), with encapsulation efficiencies of 43.8 ± 1.7% for DOX (Figures [Fig fig6]A, right and S3). Both cargos demonstrated pH-responsive release, with accelerated DOX release under mildly acidic conditions (pH 5.5–6.5) compared to physiological pH, indicating tumor-selective release behavior (Figure [Fig fig6]B).

**6 fig6:**
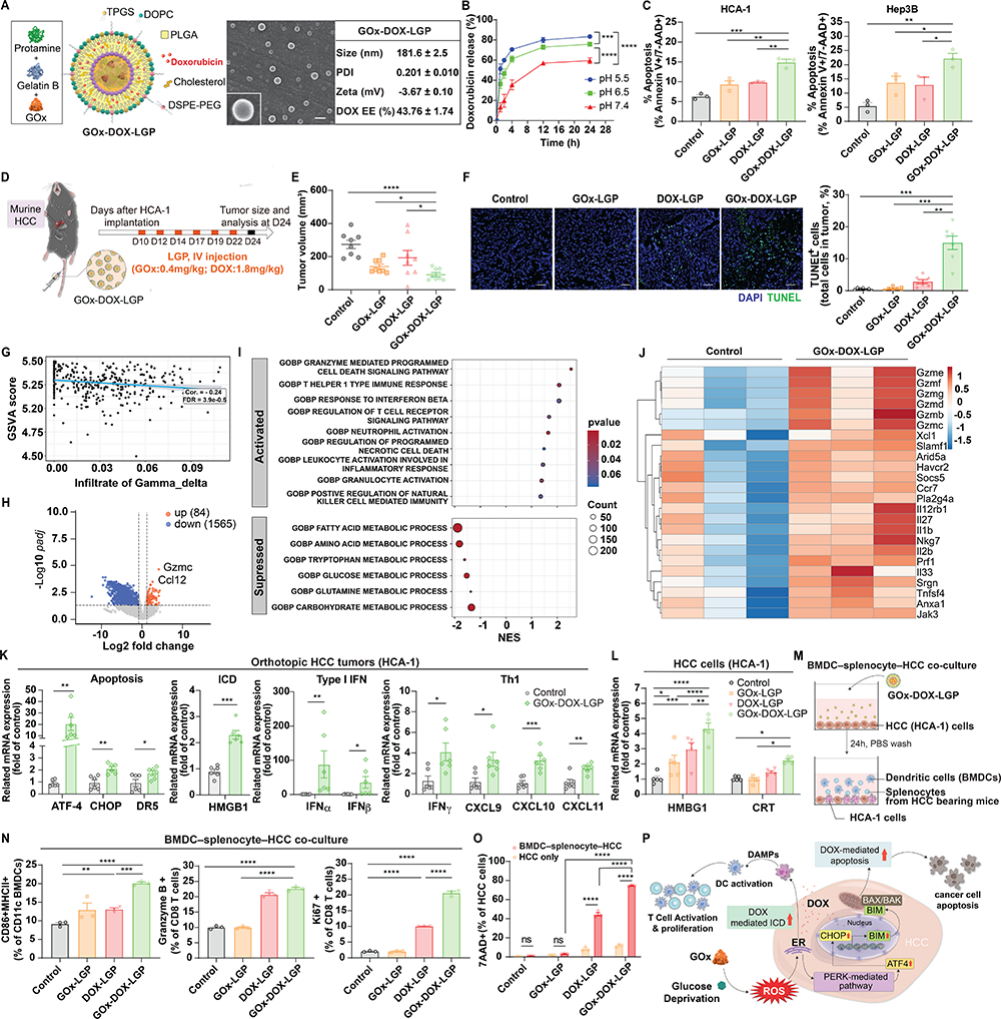
LGP-mediated co-delivery of GOx and DOX synergistically enhances apoptosis and immunogenic cell death, amplifying antitumor immunity in HCC. (A) Schematic illustration of GOx-DOX-LGP structure, showing dual-compartment encapsulation of GOx (core) and DOX (shell). SEM image (scale bar: 200 nm), hydrodynamic size, polydispersity index (PDI), zeta potential, and encapsulation efficiency (EE, %) of GOx-DOX-LGP are shown. (B) pH-responsive DOX release profile from GOx-DOX-LGP in buffers ranging from pH 5.5 to 7.4 (*n* = 3). (C) Apoptosis induction in HCA-1 and Hep3B cells after 24 h treatment with GOx-LGP, DOX-LGP, or GOx-DOX-LGP, assessed by Annexin V-FITC/7-AAD flow cytometry (*n* = 3). (D) Experimental protocol: 10 days after orthotopic implantation of HCA-1 tumors, mice were intravenously treated with GOx-DOX-LGP (GOx: 0.4 mg/kg; DOX: 1.6 mg/kg), GOx-LGP (0.4 mg/kg), or DOX-LGP (1.8 mg/kg) six times at 2–3 day intervals. Tumors were harvested on day 24. (E) Tumor volume measurements of orthotopic HCC tumors following treatment (*n* = 8). (F) Representative TUNEL-stained tumor sections (scale bar: 50 μm) and quantification of TUNEL^+^ apoptotic cells in HCA-1 tumors (*n* = 7). (G) Spearman correlation analysis in the TCGA–LIHC data set showing inverse correlation between glycolysis gene set variation analysis (GSVA) scores and γδ T cell infiltration, indicating a glycolysis-driven immunosuppressive microenvironment. (H) Transcriptomic profiling of HCC tumors treated with GOx-DOX-LGP *in vivo* (*n* = 3). Volcano plot of differentially expressed genes (DEGs) relative to untreated controls. (I) Gene ontology analysis highlighting immune activation and metabolic suppression. (J) Heatmap of immune-related gene expression in treated versus control tumors. (K) RT-qPCR analysis of pro-apoptotic (ATF4, CHOP, DR5), ICD-associated (HMGB1), and immune-related genes (type I interferons and Th1 cytokines) in HCC tumors treated with GOx-DOX-LGP, compared to untreated controls (*n* = 6). (L) RT-qPCR quantification of ICD-associated DAMPs (e.g., HMGB1, calreticulin) in HCA-1 cells in vitro after 24-h treatment with GOx-LGP, DOX-LGP, or GOx-DOX-LGP (*n* = 5). (M) Diagram of *in vitro* co-culture model comprising DCs, splenocytes from HCA-1 tumor-bearing mice, and HCA-1 tumor cells to assess GOx-DOX-LGP-induced ICD and immune activation. (N) Flow cytometry analysis of DC maturation markers (MHC-II, CD86) in CD11c^+^ BMDCs, and granzyme B and Ki67 expression in CD8^+^ T cells, following 24-h treatment in the coculture system (*n* = 3). (O) Tumor cell lysis in co-culture conditions was assessed by 7-AAD staining via flow cytometry (*n* = 3). (P) Schematic illustration of the proposed mechanism: GOx-induced metabolic and ER stress enhances DAMP release and ICD, leading to DC activation, T-cell priming, and robust adaptive immune responses. Data in panels A are the mean values ± S.D.; data in other panels are the mean values ± S.E.M., *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

*In vitro,* GOx-DOX-LGP induced significantly greater apoptosis than did monotherapies in HCA-1 and Hep3B cells (Figure [Fig fig6]C). In orthotopic HCA-1 tumor models, systemic administration of GOx-DOX-LGP led to pronounced tumor growth inhibition (Figure [Fig fig6]D,E) and enhanced apoptosis, as evidenced by TUNEL-positive staining in tumor sections (Figure [Fig fig6]F), further confirming its therapeutic superiority.

Enhanced glycolysis in HCC not only fuels tumor growth but also drives immunometabolic suppression by creating a lactate-rich tumor microenvironment and impairing cytotoxic T-cell function. [Bibr ref8]−[Bibr ref9] [Bibr ref10] To investigate this immunometabolic barrier, we examined the correlation between glycolytic activity and immune infiltration in patient-derived HCC data sets from the TCGA–LIHC cohort. Notably, the glycolysis-related genes ALDOA, PGK1, and ENO2previously shown to be upregulated in HCC tumors (Figure [Fig fig2])were inversely correlated with γδ T cell infiltration (Spearman’s *r* = −0.24, FDR = 3.9e–05; Figure [Fig fig6]G), implicating glycolytic reprogramming as a barrier to effective immune infiltration. These findings suggest that metabolic modulation via GOx may reprogram tumor immunometabolism and enhance antitumor immune responses. 

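Tumor RNA was sequenced from 3 untreated control mice and 3 mice treated with GOx-DOX-LGP, the nanogel that carries GOx in its core and DOX in its shell. The tumors grew from HCA-1 cells, a murine HCC line, implanted in the livers of male mice. The Supporting Information describes dosing for tumor RNA in its RT-qPCR paragraph, where GOx at 0.4 mg/kg and DOX at 1.8 mg/kg were given intravenously on days 18, 19 and 20 and tumors were harvested on day 21. Its paragraph on sequencing gives no day. The labels of the libraries give the same dosing days, but place the transcriptome analysis on day 17 after a circulation time of 3 h. The libraries carry the numbers 5, 6 and 7 for control mice and 1, 2 and 5 for treated mice.

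The authors aligned the reads with TopHat and counted them per gene with HTSeq. They deposited the raw counts of 55536 genes, and the counts of 34685 genes divided by a size factor for each library. Raw counts summed to 18401178, 15602462 and 16374746 in controls 5, 6 and 7 (median 16374746), and to 16360996, 16853954 and 15529940 in GOx-DOX-LGP tumors 1, 2 and 5 (median 16360996). The smallest level that a library could show was taken as 3 counts. From these totals alone it was between 0.163 and 0.193 CPM (counts scaled to library size). Gene levels such as those of Gzmc are also divided by a TMM factor, between 0.569 (control 7) and 1.241 (control 5). The range from totals alone therefore does not apply to them directly. Such floors cover counting error only. The raw counts were normalized here with the TMM method of edgeR and filtered with its default filter on low counts, which kept 15374 genes. The text of the paper and its Supporting Information names a reference genome for the alignment without its build, and does not name the annotation release or the use of strand in counting. Gene positions are given here on GRCm38 from GENCODE release M21, which holds 55450 of the gene identifiers.

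No libraries held identical values. Across the genes kept, which are not independent replicates, Pearson's r of log2 CPM was between 0.960 and 0.981 among the GOx-DOX-LGP tumors. Among the control tumors, r was 0.969 between controls 6 and 7, 0.730 between controls 5 and 6, and 0.659 between controls 5 and 7. Control 5 had an r between 0.966 and 0.975 with the GOx-DOX-LGP tumors. This spread among control tumors enters the standard errors of the comparison between the groups.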

To further explore this hypothesis, we assessed transcriptomic changes following GOx-DOX-LGP treatment in murine HCC tumors. Transcriptomic profiling of GOx-DOX-LGP-treated tumors revealed 1649 differentially expressed genes (DEGs), including 84 upregulated and 1565 downregulated transcripts (Figure [Fig fig6]H). 

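With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 15374 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.247. At an unadjusted p under 0.05 there were 2685 genes, 442 higher and 2243 lower in GOx-DOX-LGP tumors. The groups did not overlap for 2642 genes (17.2%), where chance gives 10% with 3 libraries against 3. Of these genes, 1364 were higher and 1278 lower in GOx-DOX-LGP tumors. Since genes are not independent, the share in a chance split can lie far from 10%. It was not computed for other splits, so that 17.2% is no test. Of the other settings tried, limma voom with sample quality weights moved the count most, to 9254 genes. Its weight for control 5 was 0.0844, against 0.615 to 4.97 for the other libraries. DESeq2 gave 1680 genes with an adjusted p under 0.05, 101 higher and 1579 lower. The methods name DESeq2 for differential expression beside an FDR threshold following edgeR. With an absolute log2 fold change over 1, a threshold chosen after values had been seen, DESeq2 gave 1649 genes, 84 higher and 1565 lower. These are the paper's numbers. Leaving out each library in turn, edgeR's count stayed at 0 in every fit except that without control 5. That fit gave 7745 genes. At an unadjusted p under 0.05, the fits that stayed at 0 gave between 696 and 1316 genes.

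Gzmc (ENSMUSG00000079186), a granzyme gene labelled in the volcano plot, lies on chromosome 14 of GRCm38 from 56231441 to 56234656. Its level was 1.22 ± 0.382 CPM (SD, n = 3) in control tumors and 19.2 ± 10.8 CPM (SD, n = 3) in GOx-DOX-LGP tumors. The log2 fold change was 3.94 (standard error 0.61), with an adjusted p of 0.247 from edgeR's quasi-likelihood test and 1.7e-05 from DESeq2. Of the stretches of 50 bases in its transcripts, 4.14% also occur in other granzyme genes, which leaves a part of its counts uncertain. Ccl12 (ENSMUSG00000035352), a chemokine gene labelled in the same plot, lies on chromosome 11 from 82101845 to 82103400. It rose from 3.18 ± 1.36 CPM (SD, n = 3) to 17.0 ± 4.16 CPM (SD, n = 3), a log2 fold change of 2.40 (standard error 0.43), with an adjusted p of 0.247 from edgeR and 0.000275 from DESeq2. For both genes every GOx-DOX-LGP tumor was above every control tumor (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).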

Gene ontology enrichment analysis showed downregulation of glucose and fatty acid metabolic pathways alongside marked upregulation of immune-related pathways, including cytokine production, leukocyte activation, and antigen presentation (Figure [Fig fig6]I and Table S3). 

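Gene lists written for the processes named in the paper, and others written as checks, were tested by preranked enrichment with fgsea, a permutation test on genes, over the genes ranked by the signed root of the quasi-likelihood F statistic. They are other lists than the gene ontology sets of Table S3, which were not analysed here. Of 15 lists for the paper's processes, 14 had an adjusted p under 0.05, 9 with a positive and 5 with a negative normalized enrichment score (NES). Of 10 lists written as checks, such as cell type markers, 7 did, 4 positive and 3 negative. These p-values take genes and not mice as units. The alternative that moved the lists most was limma's fry test, which uses the spread between libraries. With fry, 0 of all 25 lists had an adjusted p under 0.05 and 5 an unadjusted p under 0.05, and the adjusted p ranged from 0.105 to 0.908.

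Glucose metabolism, the panel of 84 genes of Table S1 in mouse symbols, of which 80 were kept, had an NES of -1.86 (adjusted p = 9.16e-05, fgsea permutation test). Its median log2 fold change was -0.59, with 57 genes lower and 23 higher in GOx-DOX-LGP tumors. With scaling by library totals alone this median flipped to 0.06, below the median of all genes of 0.51, and the NES was -2.05. The NES was not past the threshold with Reactome sets (-1.27, adjusted p = 0.142, fgsea permutation test). Nor was it with the mean of hepatocyte secreted proteins as a covariate (-1.18, adjusted p = 0.217, fgsea permutation test). The fit with this covariate rests mostly on control 5, at 3.37 against 11.11 and 11.61 in controls 6 and 7. Among the largest changes of the list were those of Pck1 (log2 fold change -6.74, standard error 2.04) and Gys2 (-6.41, standard error 1.81). Pck1 measured 3.03, 1228 and 2327 CPM in controls 5, 6 and 7, and 15.5, 6.52 and 11.3 CPM in GOx-DOX-LGP tumors 1, 2 and 5, so that the groups overlapped (two-sided exact permutation test, p = 0.4). The list of broadly expressed glycolytic enzymes, which also holds the glucose transporter gene Slc2a1, had a median log2 fold change of 0.87 (17 genes). The median stayed positive under every scaling tried. Among genes named in the paper, Pgk1 rose by 0.87 on the log2 scale (standard error 0.30), Aldoa by 1.50 (standard error 0.60), Eno1 by 0.93 (standard error 0.49) and Eno2 by 1.74 (standard error 0.75). Their adjusted p from edgeR lay between 0.247 and 0.361. Other genes share 53.9% of the stretches of 50 bases in Pgk1, 26% in Eno1 and 6.43% in Aldoa, and Fam57b overlaps Aldoa on the opposite strand, so that these counts are uncertain.

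Fatty acid metabolism, with 71 genes kept, had an NES of -3.02 (adjusted p = 2.41e-24, fgsea permutation test) and a median log2 fold change of -2.60, with 67 genes lower. The median stayed negative under every scaling tried. Its largest changes were those of Cyp4a12a (log2 fold change -7.38), Elovl3 (-7.09) and Fabp1 (-6.75). Cyp4a12a shares 48.9% of its stretches of 50 bases with Cyp4a12b, and Elovl3 overlaps Pitx3 on the opposite strand, so that their counts are uncertain. The mean log2 CPM of the list was 3.69, 7.56 and 8.16 in controls 5, 6 and 7, and 4.38, 4.08 and 4.16 in GOx-DOX-LGP tumors 1, 2 and 5 (two-sided exact permutation test, p = 0.4). In the same libraries, 46 genes for proteins secreted by hepatocytes had a median log2 fold change of -5.47. Alb, a gene of that list, measured 353, 73804 and 128244 CPM in controls 5, 6 and 7, and 1893, 733 and 1061 CPM in GOx-DOX-LGP tumors 1, 2 and 5.

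Among the immune-related lists, leukocyte activation had an NES of 3.25 (adjusted p = 1.95e-13, fgsea permutation test) and a median log2 fold change of 1.10. Cytokine production had an NES of 2.76 and antigen presentation of 2.65, with median log2 fold changes of 0.96 and 0.73. Over the other settings that give an NES, the lowest NES of these lists was 2.67, 1.83 and 1.50. With the hepatocyte covariate, their median log2 fold changes were 0.70, 0.61 and 0.37, so that normal liver may account for a part of the rises. The mean log2 CPM of leukocyte activation was 3.72, 2.43 and 1.55 in controls 5, 6 and 7, and 3.82, 4.06 and 4.12 in GOx-DOX-LGP tumors 1, 2 and 5 (two-sided exact permutation test, p = 0.1, the smallest possible). For antigen presentation, control 5 at 7.04 was above GOx-DOX-LGP tumor 1 at 6.97 (two-sided exact permutation test, p = 0.2).

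**Figure D1:**
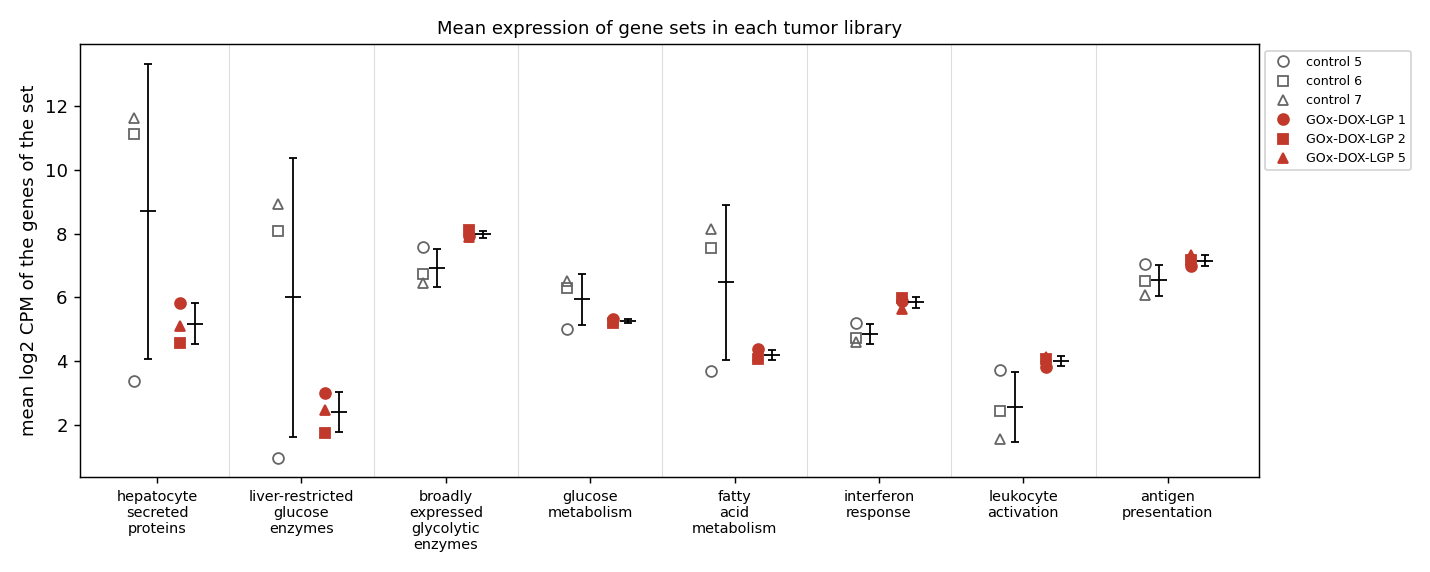
Mean log2 CPM of the genes of 8 lists in each library, with open gray symbols for control tumors, filled red symbols for GOx-DOX-LGP tumors, and the mean ± SD of each group (n = 3) in black. For hepatocyte secreted proteins, controls 5, 6 and 7 lie at 3.37, 11.11 and 11.61, and GOx-DOX-LGP tumors 1, 2 and 5 at 5.84, 4.56 and 5.11.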

A heatmap of immune-related genes further demonstrated robust activation of cytotoxic immune programs, characterized by elevated expression of granzymes (Gzmb and Gzme), perforin (Prf1), and key mediators of T cell effector function (Il2b, Xcl1, and Slamf1), along with innate immune regulators such as Il1b, Il33, and Nkg7 (Figure [Fig fig6]J). 

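Of the 24 genes of the heatmap, 24 had a positive log2 fold change in GOx-DOX-LGP tumors, from 0.72 to 4.10. The groups did not overlap for 13 of them. Chance gives 10% for genes not chosen from these data, as the heatmap genes were, so that this count is no test. For 11 genes, control 5 was at or above the lowest GOx-DOX-LGP tumor. With adjustment over all genes kept, edgeR's quasi-likelihood test gave 0 of these genes with an adjusted p under 0.05 and DESeq2 gave 7, while 10 had an unadjusted p under 0.05 in edgeR. Adjusted over the heatmap genes alone, edgeR gave 6 and DESeq2 10, which shows no stability because the list was chosen from these data.

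Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) rose from 4.89 ± 0.719 CPM (SD, n = 3) to 26.8 ± 16.4 CPM (SD, n = 3). Its log2 fold change was 2.45 (standard error 0.53, adjusted p = 0.247 from edgeR). Gzme (ENSMUSG00000022156, chromosome 14, 56117626 to 56120625) rose from 1.14 ± 0.806 CPM (SD, n = 3) to 12.3 ± 8.08 CPM (SD, n = 3), a log2 fold change of 3.38 (standard error 0.84, adjusted p = 0.247 from edgeR). Other granzyme genes share 20.6% of the stretches of 50 bases in Gzme, so that its counts are uncertain. Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680), which encodes perforin, measured 16.1, 2.37 and 1.40 CPM in controls 5, 6 and 7, and 43.4, 30.2 and 41.8 CPM in GOx-DOX-LGP tumors 1, 2 and 5. Its log2 fold change was 2.51 (standard error 0.92, adjusted p = 0.255 from edgeR).

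Il2b of the heatmap was read as Il2rb, the gene of the interleukin 2 receptor subunit beta. Il2rb measured 34.3, 9.67 and 9.15 CPM in controls 5, 6 and 7, and 47.3, 46.8 and 51.7 CPM in GOx-DOX-LGP tumors 1, 2 and 5 (log2 fold change 1.45, standard error 0.56). Slamf1 rose by 1.04 on the log2 scale (standard error 0.46), and Nkg7 by 1.54 (standard error 0.50), both without overlap between the groups. Xcl1 was low, with 0.348 ± 0.403 CPM (SD, n = 3) in controls and 0.658 ± 0.372 CPM (SD, n = 3) in GOx-DOX-LGP tumors, a difference within the spread between replicates, and Gm20743 overlaps it on the opposite strand. The levels of Il1b, 10.6 ± 10.8 CPM (SD, n = 3) and 25.6 ± 12.9 CPM (SD, n = 3), overlapped, and its counts are uncertain because Il1bos overlaps it on the opposite strand. The groups also overlapped for Il33 (log2 fold change 1.71, standard error 0.85). Leaving out each library in turn, the log2 fold change was between 1.96 and 2.84 for Gzmb, 3.05 and 4.22 for Gzme, and 2.04 and 4.35 for Prf1. It was between 1.14 and 2.40 for Il2rb, 0.79 and 1.69 for Slamf1, and 1.22 and 2.06 for Nkg7. For the genes with overlap it was between 0.25 and 2.20 (Xcl1), 0.82 and 2.57 (Il1b), and 0.97 and 2.84 (Il33). From the higher levels of these genes, the paper concludes that cytotoxic immune programs were activated.

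**Figure D2:**
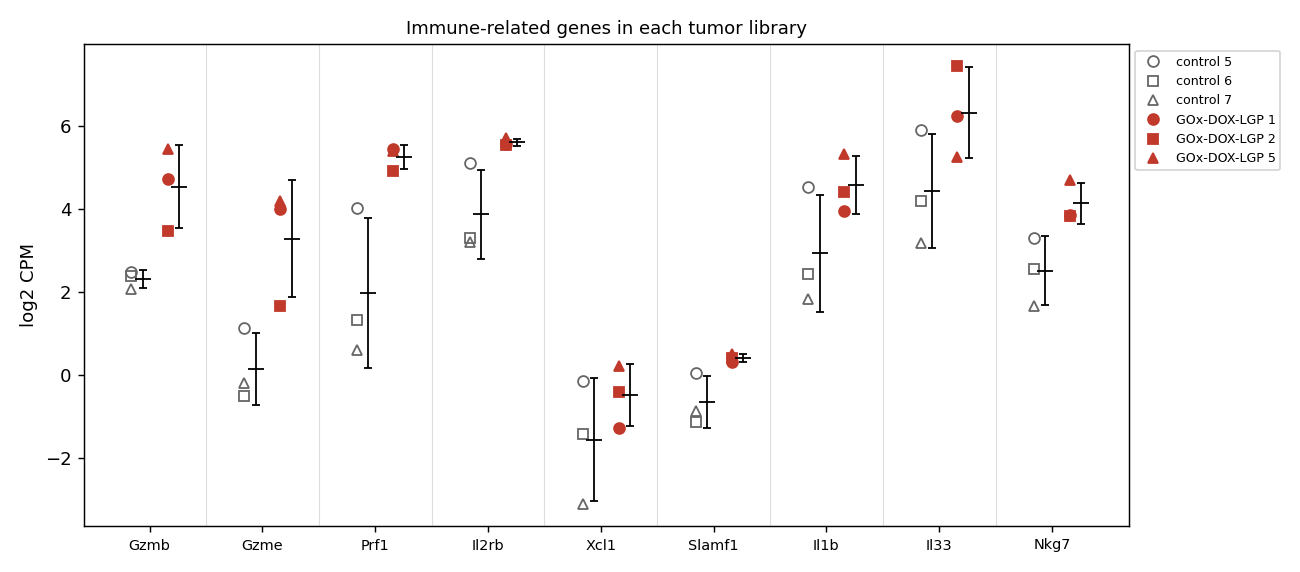
Level (log2 CPM) of 9 immune-related genes in each library, with open gray symbols for control tumors, filled red symbols for GOx-DOX-LGP tumors, and the mean ± SD of each group (n = 3) in black. The treated tumors lie above all control tumors for Gzmb, Gzme, Prf1, Il2rb, Slamf1 and Nkg7, but not for Xcl1, Il1b and Il33.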

Real-time PCR analysis of HCC tumors confirmed that GOx-DOX-LGP treatment upregulated pro-apoptotic genes (ATF4, CHOP, DR5), the ICD-associated molecule HMGB1, and proinflammatory mediators, including type I interferons and Th1-associated cytokines (Figure [Fig fig6]K), indicating enhanced immunostimulatory activity.

To further validate the underlying mechanisms *in vitro*, we assessed the ICD induction and immune activation. GOx-DOX-LGP treatment markedly upregulated DAMPs, including HMGB1 and calreticulin (CRT), compared to single-agent controls (Figure [Fig fig6]L). In a BMDC-splenocyte-HCC co-culture system (Figure [Fig fig6]M), GOx-DOX-LGP significantly enhanced dendritic cell maturation (CD86^+^ MHC-II^+^ in CD11c^+^) and CD8^+^ T-cell activation and proliferation, as evidenced by increased granzyme B and Ki67 expression (Figure [Fig fig6]N), culminating in enhanced tumor cell lysis (Figure [Fig fig6]O). A mechanistic schematic summarizes these effects: GOx-induced metabolic and ER stress amplifies DAMP release and ICD, facilitating DC activation and T-cell priming and collectively reshaping the tumor microenvironment to support adaptive antitumor immunity (Figure [Fig fig6]P).

### 2.6 Combination of Glucose Metabolism Reprogramming and Checkpoint Blockade via Nanogels Enhances Antitumor Responses in HCC

Given the potential immunometabolic modulation induced by GOx-DOX-LGP, we hypothesized that its combination with immune checkpoint blockade could further modulate the immunosuppressive tumor microenvironment and amplify T-cell-mediated antitumor responses. To test this, we formulated anti-PD-1 antibody-loaded nanogels (aPD1-LGP) by encapsulating the antibody within a gelatin-protamine hydrogel core and stabilizing the construct with a PLGA-based lipid shell (Figure [Fig fig7]A). The resulting nanogels exhibited a uniform spherical morphology, with an average diameter of 187.3 ± 3.2 nm, a PDI of 0.190 ± 0.017, and a zeta potential of −5.95 ± 0.32 mV. The encapsulation efficiency of anti-PD-1 antibody was 51.4 ± 4.9% (Figures [Fig fig7]A, right, S3 and Table S2).

**7 fig7:**
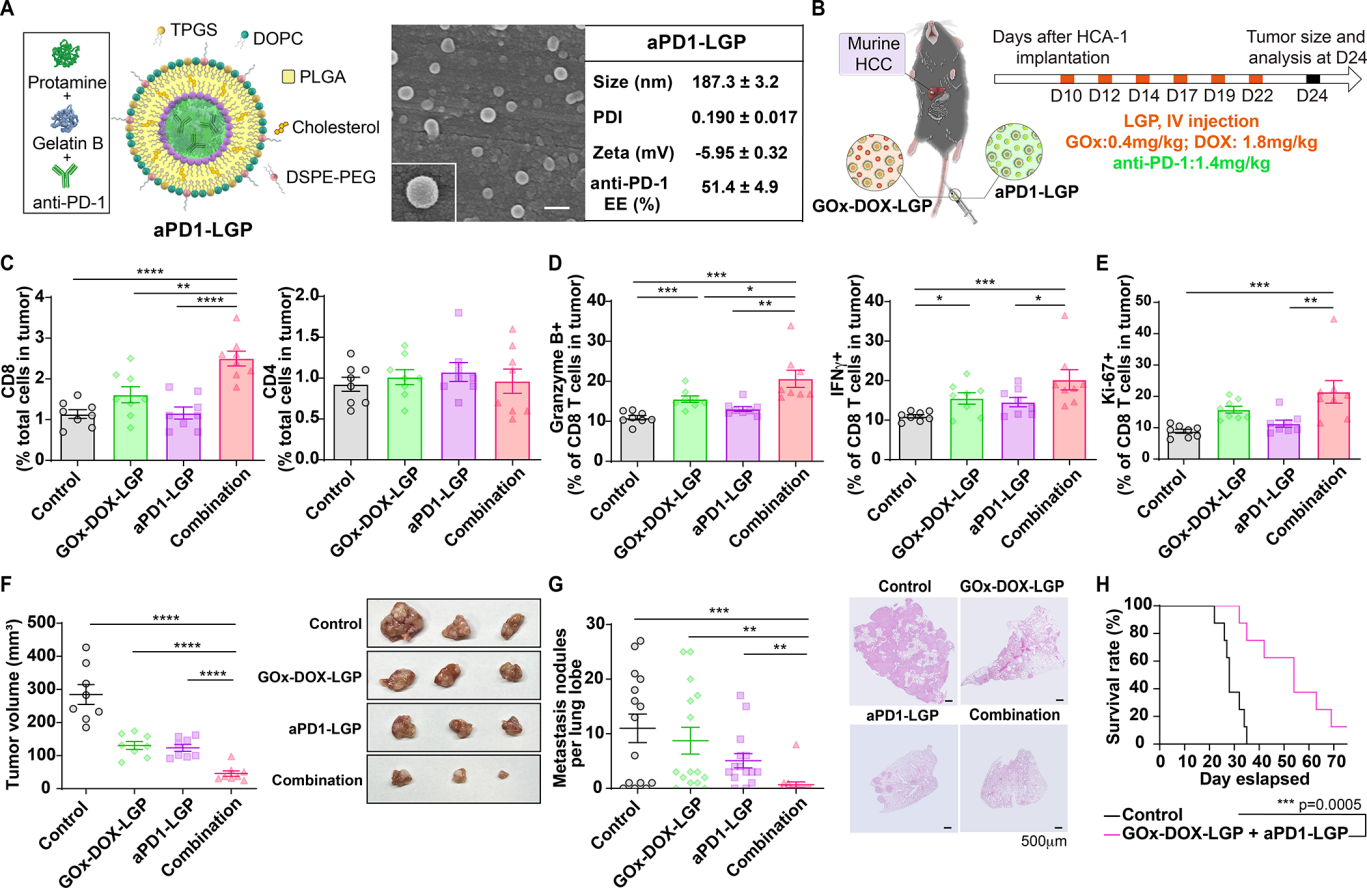
Combining GOx-DOX-LGP with PD-1 checkpoint inhibition effectively alters the tumor immune landscape, driving enhanced synergistic antitumor effects in HCC. (A) Illustration of nanogel structure, representative SEM image (scale bar = 200 nm), nanoparticles size, polydispersity index (PDI), zeta potential, and encapsulation efficiency (EE, %) of aPD1-LGP nanogels. (B) Schematic of the experimental protocol. Ten days after the implantation of HCA-1 cells, mice were intravenously treated with either GOx-DOX-LGP (GOx: ∼0.4 mg/kg; DOX: ∼1.8 mg/kg) or aPD-1-LGP (1.4 mg/kg) for single treatment groups, and both nanogels for combination treatment group six times (at 2–3*d* intervals), and tumors were harvested and analyzed on day 24. (C) Populations of cytotoxic CD8^+^ T lymphocytes (CD3+CD8+) and helper CD4^+^ T lymphocytes (CD3^+^CD4^+^) in tumors detected by flow cytometry (*n* = 8). (D) Percentages of activated granzyme B+ and IFN-γ+ cytotoxic CD8^+^ T lymphocytes detected by flow cytometry (*n* = 8). (E) Percentage of proliferating (Ki67+) cytotoxic CD8^+^ T lymphocytes detected by flow cytometry (*n* = 8). (F) Representative images and volumes of murine orthotopic HCC tumors in response to different treatments (*n* = 8). (G) Number of spontaneously occurring lung metastatic nodules in the orthotopic HCC model was reduced in mice treated with GOx-DOX-LGP and aPD1-LGP (*n* = 5), and representative H&E-stained images of metastatic tumor nodules in the lung are shown (Scale bar: 500 μm). (H) Combination of GOx-DOX-LGP and aPD1-LGP nanogels remarkably prolonged the overall survival in the orthotopic murine HCC model (*n* = 8). Data in panels A are the mean values ± S.D.; data in other panels are the mean values ± S.E.M., *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We next evaluated the therapeutic synergy of GOx-DOX-LGP and aPD1-LGP in an orthotopic, immunocompetent HCA-1 HCC model (Figure [Fig fig7]B). Mice receiving the combination therapy demonstrated a significant increase in intratumoral CD8^+^ T cell infiltration compared to the monotherapy or control groups (Figure [Fig fig7]C). Furthermore, the combination of GOx-DOX-LGP and aPD1-LGP further enhanced the activation of intratumoral CD8^+^ T cells, as indicated by increased granzyme B^+^ and IFN-γ^+^ populations (Figures [Fig fig7]D and S6), along with elevated proliferation marked by Ki67^+^ expression (Figures [Fig fig7]E and S6), suggesting improved effector T-cell-mediated antitumor immunity within the tumor microenvironment. In addition, GOx-DOX-LGP treatment increased the proportion of CD44^+^CD62L^+^ central memory CD8^+^ T cells in the spleen, indicative of durable systemic immune memory formation (Figure S7). This enhanced immune activation translated into substantial therapeutic benefits *in vivo*. The combination therapy significantly reduced primary tumor burden (Figures [Fig fig7]F, S8 and S9), suppressed lung metastasis (Figure [Fig fig7]G), and prolonged overall survival compared to the control (Figure [Fig fig7]H). Collectively, these results demonstrate that integrating GOx-DOX-LGP with PD-1 checkpoint inhibition effectively modulates the tumor immune landscape and promotes synergistic antitumor activity in HCC.

### 2.7 Evaluation of the Toxicity Profile of the LGP Nanogels

In our comprehensive safety assessment of the GOx-LGP-based therapeutic agents, a combination of GOx-LGP and TRAIL-LGP or GOx-DOX-LGP, the hepatic enzyme levels, including AST (aspartate aminotransferase), ALT (alanine aminotransferase), and ALP (alkaline phosphatase), as well as renal function indicators such as BUN (blood urea nitrogen) and CREA (creatinine), was measured. The results showed that these markers remained at baseline levels consistent with those observed in untreated control mice (Figure [Fig fig8]), indicating no significant systemic toxicity. Furthermore, histopathologic examinations of major organs post-treatment revealed no changes, indicating the biocompatibility of these GOx-LGP-based therapeutics. This finding highlights the potential of these GOx-LGP-based therapeutics for clinical application in the treatment of HCC. The use of LGP nanogels as a delivery platform improves both the efficacy and safety of HCC therapies.

**8 fig8:**
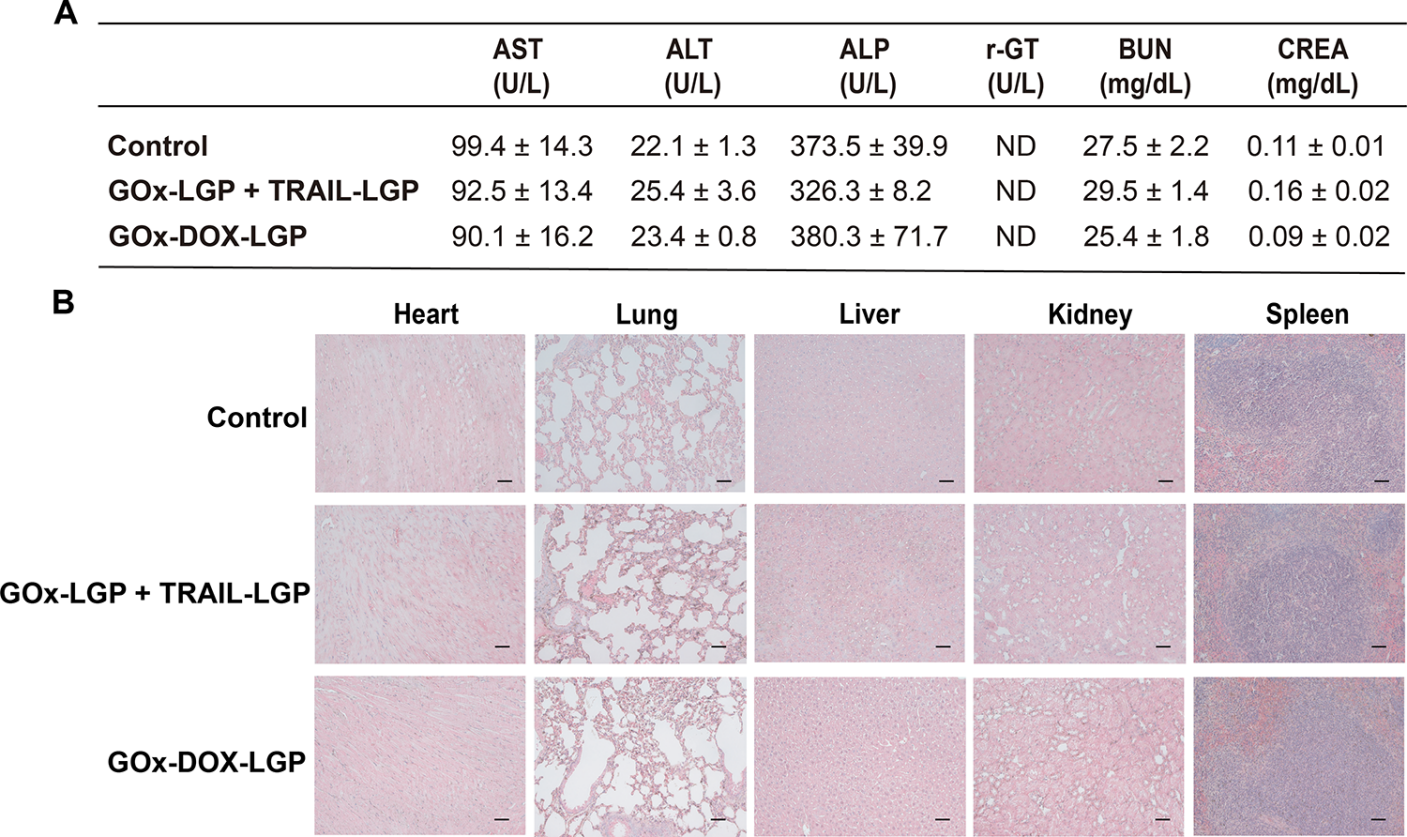
Evaluation of the toxicity profile of the LGP nanogels. (A) Serum was obtained from healthy C3H mice 24 h after IV administration of LGP nanogels to evaluate hepatic and renal toxicity markers, including ALT (alanine aminotransferase), AST (aspartate aminotransferase), γ-GT (gamma-glutamyl transferase), BUN (blood urea nitrogen), and CREA (creatinine) (*n* = 3). Data are the mean values ± S.E.M. (B) Assessment of systemic toxicity via H&E staining revealed no observable histopathological changes in major organs 24 h after IV administration of LGP nanogels. Scale bar: 50 μm.

## 3 Discussion

In this study, we present an LGP nanogel platform engineered for pH-responsive intratumoral delivery of GOx to reprogram glucose metabolism in HCC. By exploiting the acidic tumor microenvironment, the nanogel undergoes controlled destabilization to facilitate localized GOx release, leading to sustained oxidative stress and glycolytic deprivation. This metabolic interference sensitizes tumor cells to apoptosis and significantly enhances the therapeutic efficacy of codelivered agents such as TRAIL and DOX by simultaneously activating intrinsic and extrinsic apoptotic pathways. Moreover, the combination of GOx and DOX induces robust ICD, marked by the release of DAMPs, dendritic cell maturation, and T cell activation, thereby initiating a systemic antitumor immune response. When further combined with immune checkpoint blockade via anti-PD-1-loaded nanogels, this strategy converts the immunosuppressive tumor microenvironment into an immunostimulatory niche, enhancing CD8^+^ T-cell infiltration and promoting long-lasting tumor control in orthotopic HCC models. These findings highlight how tumor metabolic reprogramming, enabled by spatially controlled enzymatic delivery, can overcome therapeutic resistance and trigger potent antitumor immunity in advanced HCC.

The rationale for targeting tumor metabolism in HCC is grounded in its profound dependence on glycolysis metabolism to sustain rapid proliferation and to resist apoptosis. This metabolic adaptation not only supports biosynthesis and redox homeostasis via NADPH production but also protects tumor cells from oxidative stress and stabilizes mitochondrial function.[Bibr ref31] Clinically, high glycolytic activitymarked by elevated expression of key glycolysis enzymesis associated with poor prognosis and resistance to chemotherapies, including sorafenib and DOX.[Bibr ref32] To exploit this vulnerability, our GOx-loaded nanozyme catalyzes glucose oxidation within the tumor microenvironment, inducing ATP depletion and continuous ROS generation. Unlike small-molecule glycolysis inhibitors such as 2-deoxyglucose or LDH blockers, which are often limited by off-target toxicity and compensatory metabolic rewiring, GOx offers sustained, *in situ* glucose consumption and oxidative stress. This sustained metabolic collapse lowers the apoptotic threshold and resensitizes tumor cells to pro-apoptotic agents, amplifying both mitochondrial and death receptor-mediated pathways. These synergistic effects indicate the therapeutic value of enzymatic glycolysis disruption in restoring apoptosis susceptibility in metabolically reprogrammed HCC.[Bibr ref25]

Recently, immunometabolic dysregulation has emerged as a key barrier to effective immunotherapy, as tumors exploit metabolic pathways to suppress antitumor immunity and promote resistance to an immune checkpoint blockade. Beyond fueling proliferation and survival, the glycolytic phenotype of HCC also reinforces immune evasion by creating an immunosuppressive microenvironment. Tumor-derived lactate acidifies the local milieu, impairing dendritic cell maturation and suppressing effector T-cell activity.[Bibr ref33] In addition to cancer cells, highly glycolytic cancer-associated fibroblasts in the tumor stroma can secrete chemokines to trap T cells and hinder their infiltration, further contributing to immune evasion.[Bibr ref34] This immunometabolic crosstalk highlights glycolysis as a therapeutic target not only for disrupting tumor metabolism but also for reversing immune suppression. Our pH-sensitive nanozyme enables tumor-specific GOx delivery, initiating glucose depletion and ROS accumulation, which in turn promote ICD through the release of DAMPs such as ATP, HMGB1, and calreticulin. Co-delivery of DOX, a known ICD inducer, further amplifies these immunogenic signals. This dual mechanism transforms immunologically “cold” tumors into “hot” lesions enriched with tumor antigens and pro-inflammatory cues. When combined with anti-PD-1 therapy, the resulting immune activation is sustained through T cell reinvigoration, leading to enhanced CD8^+^ T-cell infiltration and IFN-γ expression. Furthermore, by mitigating lactate-induced T-cell dysfunction, GOx may further support the effector T-cell functionality. Together, the metabolic, apoptotic, and immunological remodeling achieved by the GOx-DOX and anti-PD-1 nanogel combination represents a promising strategy to induce systemic and durable antitumor immunity in HCC.

In addition to its mechanistic advantages, the LGP nanogel platform offers several key translational benefits. It is composed entirely of biodegradable, clinically validated materialsunlike metal-based carriers such as MOFs or ZIFs, which often contain nondegradable frameworks or cytotoxic metal ions. [Bibr ref23],[Bibr ref35] The gelatin-protamine hydrogel core is fully proteolytically degradable, and the PLGA-lipid shell includes FDA-approved components, ensuring excellent biocompatibility. Unlike polymer-enzyme conjugates that require chemical modification, our system enables spontaneous self-assembly and efficient encapsulation of unmodified GOx, preserving enzymatic activity and simplifying production.[Bibr ref24] The nanogel remains stable in circulation and accumulates in tumors via an EPR effect. Its pH-responsive release is triggered by protonation of acidic residues in gelatin B under mildly acidic conditions (pH ∼ 5.5), which reduces the net negative charge and weakens electrostatic interactions with polycationic protamine, leading to disassembly of the hydrogel matrix and controlled cargo release. We also observed cargo-dependent biodistribution. GOx-LGP accumulated in the spleen, whereas TRAIL-LGP localized in the kidneys, reflecting differences in protein properties. GOx (pI ≈ 4.2, ∼160 kDa) imparted a slightly negative zeta potential (−0.95 mV), while TRAIL (pI ≈ 7.6, ∼20 kDa) yielded a positive potential (+2.84 mV). Early release of free proteins, together with differences in size and charge, further contributed to distinct organ distribution. These results indicate that although the nanogel provides a modular and stable platform, cargo properties critically shape the *in vivo* fate. Accordingly, we administered GOx-LGP and TRAIL-LGP separately rather than constructing a single dual-protein nanogel, enabling independent optimization of dose ratio and schedule and avoiding co-encapsulation constraints within the shared gelatin-protamine core, where disparate size and charge might compete for capacity. Overall, this tunable platform supports co-delivery of proteins and small moleculesincluding GOx, TRAIL, DOX, and anti-PD-1 antibodieswhile maintaining bioactivity, and its modular, tumor-responsive design supports clinical translation for multimodal cancer therapy.

Despite its promise, several challenges remain. Tumor heterogeneity poses a major barrier to uniform efficacy, as not all HCCs are equally glycolytic or immunosuppressive. Some tumors may engage alternative metabolic pathwayssuch as fatty acid oxidation or glutamine addictionthat confer partial resistance to GOx-induced glucose starvation. Others may harbor intrinsic resistance to TRAIL or DOX due to factors such as p53 mutations or downregulated death receptor expression. These limitations point to the need for a more personalized therapeutic framework. Future applications could incorporate tumor profiling to guide nanogel design, tailoring drug combinations based on metabolic and apoptotic biomarkersfor instance, replacing TRAIL with immunostimulatory cytokines (e.g., IL-12) or alternative checkpoint inhibitors when appropriate. The adaptability of the LGP system supports such customization, enabling rational drug pairing to address the individual tumor vulnerabilities. Clinically, this platform could also augment existing therapies. For example, transarterial chemoembolization (TACE) with DOX-eluting beads is a standard locoregional treatment for intermediate-stage HCC but lacks systemic immune activation and often fails to prevent recurrence. Delivering DOX and GOx via our nanogel could enhance this approach by inducing metabolic collapse and immunogenic cell death, potentially converting a localized treatment into a systemic antitumor strategy. Thus, the integration of metabolic disruption, pro-apoptotic therapy, and immunomodulation within the nanozyme platform provides a versatile and potentially more durable alternative to conventional monotherapies, underscoring the need for continued exploration in biomarker-guided, mechanism-driven combination strategies.

## 4 Conclusions

In summary, this study presents a clinically translatable LGP nanogel platform that enables tumor-selective, pH-responsive delivery of protein and small-molecule therapeutics to achieve immunometabolic reprogramming and overcome therapeutic resistance in HCC. By co-delivering GOx with either TRAIL or DOX, we achieved potent metabolic disruption and amplified apoptotic signaling, resulting in robust tumor suppression in both murine and human orthotopic HCC models. Furthermore, the combination of GOx-DOX-LGP with anti-PD-1 checkpoint blockade transformed the immunosuppressive tumor microenvironment into an immunostimulatory niche, enhancing CD8^+^ T-cell infiltration and cytotoxic activity. Importantly, the LGP nanogels exhibited favorable safety profiles, supporting their translational potential. These findings show the therapeutic promise of targeting tumor metabolism as a central node to synergize apoptosis induction and immune activation, offering a compelling strategy for the effective treatment of advanced HCC.

### 4.1 Methods

Additional materials and methods are included in the Supporting Information (see online Supporting Information and methods).

### 4.2 Materials

Poly­(lactic-*co*-glycolic acid) (PLGA) was purchased from Green Square Materials Inc. (Taiwan). 1,2-dioleoyl-*sn*-glycero-3-phosphocholine (DOPC), 1,2-dioleoyl-3-trimethylammonium-propane (DOTAP), 1,2-dioleoyl-*sn*-glycero-3-phosphate (DOPA), cholesterol, and 1,2-distearoyl-*sn*-glycero-3-phosphoethanolamine-*N*-[amino­(polyethylene glycol)-2000] (DSPE-PEG) were obtained from Avanti Polar Lipids (USA). Bovine serum albumin (BSA) was purchased from MDBio Inc. Albumin from bovine serum (BSA) fluorescein conjugate (FITC-BSA) and the Alexa Fluor 488 Protein Labeling Kit were purchased from ThermoFisher Scientific (USA). Dimethyl sulfoxide (DMSO), glucose oxidase (GOx), protamine sulfate, d-α-Tocopheryl polyethylene glycol 1000 succinate (TPGS), methanol, ethanol, chloroform, cyclohexane, and Igepal-520 were purchased from Sigma-Aldrich (USA). High concentration and phenol-red-free Matrigel and phosphate-buffered saline (PBS) were purchased from Corning (USA). LB broth was obtained from FocusBio (Australia).

### 4.3 Cell Culture

Human HCC cells Hep3B, JHH7, and murine cell line HCA-1 were provided by Dr. Dan Duda (Massachusetts General Hospital, Boston). Hep3B cells were cultured in Minimum Essential Medium Alpha (MEMα) (Sigma-Aldrich, St. Louis, MO), JHH7 cells were cultured in Dulbecco’s Modified Eagle Medium/F12 1:1 (DME/F12) (Hyclone, USA) and HCA-1 cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) (Hyclone, USA). All of the culture medium contained 10% fetal bovine serum (FBS) and 1% antibiotics (penicillin and streptomycin) (Hyclone, Logan, UT). All cell lines were cultured at 37 °C in the incubator (Forma 370, Thermo Fisher Scientific, USA) supplied with 5% CO_2_.

### 4.4 Pathway and Immune Profiling of Candidate Genes Using GSCA and Human Protein Atlas

Pathway activity scores (PAS), pathological stage associations, and immune cell infiltration analyses were performed using the Gene Set Cancer Analysis (GSCA) platform.[Bibr ref36] To further investigate the expression and localization of candidate genes, data for PGK1, ALDOA, ENO1, and ENO2 were retrieved from the Human Protein Atlas (HPA, https://www.proteinatlas.org). The analysis included RNA expression profiles, immunohistochemistry images, and survival probability data for liver hepatocellular carcinoma (LIHC) tissues. All data were accessed in January 2025.

### 4.5 Glucose Metabolism PCR Array in Human HCC Samples

Tumor and adjacent normal tissues were obtained from HCC patients with IRB approval from Kaohsiung Medical University Hospital (IRB no. KMUHIRB-E­(I)-20240341). Total RNA was extracted using TRIzol Reagent (Invitrogen) according to the manufacturer’s instructions. cDNA was synthesized by using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) on a SimpliAmp Thermal Cycler (Thermo Fisher Scientific). Gene expression profiling was performed using the RT^2^ Profiler PCR Array for Human Glucose Metabolism (PAHS-006ZA, Qiagen). cDNA samples were mixed with a Power SYBR Green PCR Master Mix (Applied Biosystems) and added to array wells preloaded with specific primers. Quantitative PCR was conducted on a QuantStudio 3 Real-Time PCR System (Applied Biosystems). GAPDH was used as an internal control, and relative expression levels in tumor samples were compared to those in matched normal tissues.

### 4.6 Preparation of LGP Nanogels

The cores of LGP, DOTAP-coated gel protein, were first prepared. To prepare a microemulsion (3 mL), 1,2-dioleoyl-3-trimethylammonium-propane (DOTAP) (74 μL, 25 mg/mL) was added to 3 mL of cyclohexane and Igepal-520 (7:3, v/v). Then, the mixture of protein (either 5 μL of 7.5 mg/mL mTRAIL, 5 μL of 4 mg/mL GOx, or 10 μL of 20 mg/mL anti-PD-1 antibody) mixed with protamine (5 μL, 5 mg/mL) and gelatin B (15 μL, 2% w/v) was added to the microemulsion. The emulsion was mixed using a magnetic stir bar for 40 min at room temperature to form solid DOTAP-coated gel protein cores. After that, 3 mL of 100% ethanol was added to disrupt the emulsion. The mixture was centrifuged at 20,133 *g* for 15 min by Centrifuge 5427 R (Eppendorf, Germany). The obtained gel protein cores were washed twice with 100% ethanol to remove the organic solvents and emulsifying agents. Then, the cores were dried under N_2_ and resuspended in 50 μL DMSO by sonication. To formulate the LGP nanogels, an organic phase mixture of 11.5 μL of free lipids (molar ratio = DOPC:DSPE-PEG2000:Cholesterol = 5:3:10), 5 μL of 150 mg/mL PLGA, and 3.75 μL of 100 mg/mL TPGS dissolved in DMSO was mixed with 50 μL of gel protein cores. Then, the whole organic phase was added dropwise into the water phase under sonication by Sonicator Q125 (Qsonica, USA) (setting parameters: duration 100 s; intensity: 30%) (volume ratio of organic phase: water phase = 1:7). The obtained mixture was centrifuged at 15,000 rpm for 30 min, and the nanogels were then resuspended in deionized water for further studies.

### 4.7 Assessment of GOx Catalytic Activity

The enzymatic activity of free GOx and GOx-loaded LGP nanogels (GOx-LGP) was evaluated by using a quantitative peroxide assay. GOx-LGP nanogels containing 0.5 μg/mL (LD) or 1.5 μg/mL (HD) GOx were prepared as previously described. Samples, including free GOx, GOx-LGP, and blank LGP, were each resuspended in 10 μL of deionized water. An additional 10 μL of glucose solution (2 g/L) was added to all groups, except the free GOx-alone control. Subsequently, 200 μL of working reagent from the Pierce Quantitative Peroxide Assay Kit (Pierce Biotechnology, USA) was added to each well. The working reagent consisted of Reagent A (25 mM ammonium ferrous­(II) sulfate in 2.5 M H_2_SO_4_) and Reagent B (100 mM sorbitol, 125 μM xylenol orange in water) mixed at a 1:100 ratio. Absorbance was measured at 595 nm by using a microplate reader to quantify hydrogen peroxide production as an indicator of catalytic activity.

### 4.8 HCC Orthotopic Animal Model

C3H/HeNCrNarl male mice and Nude male mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). All animals received humane care in compliance with the Guide for the Care and Use of Laboratory Animals published by the National Academy of Sciences, and all study procedures and protocols were approved by the Animal Research Committee of National Tsinghua University. Murine HCC HCA-1 cells were implanted orthotopically in the livers of 6–8 week old C3H/HeNCrNarl male mice. Human HCC JHH-7 cells were orthotopically implanted in the liver of 6–8 week old male nude mice. Particularly, 1 × 10^6^ cells (prepared in 20 μL of a 1:1 solution of Matrigel in PBS) were injected in the subcapsular region of the liver using a 28G needle. Two weeks after the first treatment, mice were sacrificed for further analysis. The tumor volume was measured after 2 weeks of treatment and calculated by the formula: volume = (width × length × height)/2. The primary tumor tissue and distal lung metastatic tumor tissue were collected for further analysis. The sample size was determined based on power calculations to detect statistically significant differences with at least 80% power and a significance level (α) of 0.05, assuming an effect size of 0.75 and a type I error of 0.05. All animals were randomly assigned to experimental groups to minimize selection bias and ensure a balanced allocation across treatment arms.

### 4.9 TRAIL and GOx Combination Treatment

To evaluate the anticancer efficacy, mTRAIL-LGP (3.5 mg/kg, three doses per week) and GOx-LGP (0.4 mg/kg, three doses per week) were intravenously administered to HCA-1 tumor-bearing mice starting from 10 days after the implantation. For the human HCC model, the JHH7-tumor-bearing mice were treated with hTRAIL-LGP (2.5 mg/kg, three doses per week) and GOx-LGP (0.4 mg/kg, three doses per week) starting from 5 days after implantation.

### 4.10 GOx-DOX-LGP and aPD1-LGP Combination Treatment

GOx-DOX-LGP (loaded with 0.4 mg/kg GOx and 1.8 mg/kg DOX, three doses per week) was intravenously administered to HCA-1 tumor-bearing mice starting from 10 days after the implantation alone or in combination with aPD1-LGP (4 mg/kg, three doses per week). The tumor tissues were collected for further analysis.

### 4.11 Statistics

Statistical analyses were performed using GraphPad Prism 6. Data analyses were calculated using the Student’s *t* test. Two-way ANOVA followed by a multiple comparison was used to compare data sets between 2 and 3 groups. A *p*-value < 0.05 were considered statistically significant for all tests.

## Supplementary Material

## Data Availability

The RNA-seq data set has been submitted to the Gene Expression Omnibus (GEO) and is available under accession number GSE295520. All other data are available in this manuscript, Supporting Information, or will be made available upon reasonable request.

## Abbreviations

HCC: hepatocellular carcinoma
NK: natural Killer
GOx: glucose oxidase
LGP: lipid–gelatin–protamine
PLGA: poly­(lactic-*co*-glycolic acid)
EPR: enhanced permeability and retention effect
DOX: doxorubicin
TRAIL: tumor necrosis factor-related apoptosis-inducing ligand
ICIs: immune checkpoint inhibitors
PD-1: programmed cell death protein 1
ROS: reactive oxygen species
ER: endoplasmic reticulum
DR4: death receptor 4
DR5: death receptor 5
ICD: immunogenic cell death
DAMP: damage-associated molecular patterns
TCGA-LIHC: The Cancer Genome Atlas- Liver Hepatocellular Carcinoma
PGK1: phosphoglycerate kinase 1
ALDOA: aldolase A
ENO1: enolase 1
qRT-PCR: quantitative real-time reverse transcription polymerase chain reaction
ATF-4: activating transcription factor 4
CHOP: C/EBP homologous protein
DOTAP: 1,2-dioleoyl-3-trimethylammonium propane
SEM: scanning electron microscopy
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling.

# Supplementary material for: Stimuli-Responsive Nanozyme Reprograms Tumor Immunometabolism and Overcomes Therapeutic Resistance in Hepatocellular Carcinoma
**Source:** ACS Nano. 2026 Jan 6;20(2):1870–84. doi: 10.1021/acsnano.5c11352
**Supplement:** Supplementary file 1

## Supporting Information

### **Stimuli-Responsive Nanozyme Reprograms Tumor Immunometabolism and Overcomes Therapeutic Resistance in Hepatocellular Carcinoma**

*Yen-Nhi Ngoc Ta<sup>1,2</sup>, Van-Anh Thi Nguyen<sup>1,2</sup>, Thu-Thuy Can<sup>1</sup>, Meng-Cheng Hsieh<sup>1</sup>, Bang Giang Thi Cao<sup>1</sup>, Dehui Wan<sup>1</sup>, Chian-Hui Lai<sup>3</sup>, Chun-Chieh Wu<sup>4</sup>, Fu-Fei Hsu<sup>5</sup>, Yu-Ting Yen<sup>6\*</sup>, Shen-Nien Wang<sup>7,8,\*</sup> & Yunching Chen<sup>1,9\*</sup>*

## Supplementary Method and Materials

### Real-time PCR of HCC patient sample

cDNA derived from HCC patient tumor and adjacent normal tissues was further analyzed by quantitative PCR using SYBR Green Real-Time PCR Master Mix (Applied Biosystems) on a QuantStudio 3 Real-Time PCR System (Applied Biosystems). Gene expression was normalized to GAPDH as an internal control, and relative expression levels in tumor samples were compared to matched normal tissues. Primer sequences are listed below:

| Primer | Forward sequence (5'-3') | Reverse sequence (5'-3') |
|--------|--------------------------|--------------------------|
| hGADPH | AATCCCATCACCATCTTCCA     | TGGACTCCACGACGTACTCA     |
| hALDOA | GTTATCAAATCCAAGGGCGGTGTT | AGTCAGCTCCGTCCTTCTTGAC   |
| hPGK1  | CAAGGTTAAAGCCGAGCCAGCCAA | GCCTTCTGTGGCAGATTGACTCC  |
| hENO1  | GCTCCGGGACAATGATAAGACTCG | CTGTTCCATCCATCTCGATCATC  |
| hENO2  | TGAAGGCAGTGGACCACATCAACT | AGAGACACACCCAGGATGGCATT  |

### Detection of intracellular ROS

HCA-1 and Hep3B cells were collected at a density of  $6 \times 10^5$  cells/mL (1 mL per tube) and washed with PBS. Cells were stained with 25  $\mu$ M H<sub>2</sub>DCFDA (Sigma) in 0.5 mL PBS for 30 minutes at 37 °C in the dark. After centrifugation at 3000 rpm for 5 minutes, cells were resuspended in 1 mL glucose-free DMEM (Gibco) supplemented with 10 g/L D-glucose and glucose oxidase (GOx) at 0, 1, or 2 ng/mL, and incubated for 3 hours at 37 °C. Cells were then centrifuged, resuspended in 500  $\mu$ L PBS, filtered through a 40  $\mu$ m cell strainer, and analyzed by flow cytometry.

### Characterization of LGP nanogels

The particles size and surface charge of the particles formulated as describe above were examined using a Zetasizer (3000HS, Malvern Instruments Ltd., UK) at room temperature. The protein encapsulation efficiency of nanogels was determined via Alexa Fluor 488-labelled proteins (TRAIL, GOx or anti-PD-1 antibody) fluorescent intensity measured by Spark Multimode Microplate Reader (Tecan, Switzerland). Briefly, fluorescent protein and blank were encapsulated in nanogels simultaneously as above protocol, then the supernatant solutions in each centrifugation steps were collected to measure the fluorescence signal of unencapsulated protein. Finally, the encapsulation efficiency was calculated by the standard curve of serial dilution of free fluorescent proteins in blank supernatant solutions, which subtracts the effect of background on the signal.

The protein loading efficiency was calculated as the ratio of the encapsulated protein to the total weight of nanoparticles.

### **Evaluation of pH-sensitive release kinetics of protein-loaded LGP nanogels**

The pH-responsive release of protein from LGP nanogels was evaluated in phosphate buffers at pH 5.5, 6.5, and 7.4. FITC-BSA-loaded nanogels were evenly distributed into Eppendorf tubes and suspended in 1 mL of the corresponding buffer. The samples were incubated at 37 °C in an orbital shaker at 100 rpm. At predetermined time points, the nanogels were collected by centrifugation at 15,000 rpm for 30 minutes at 4 °C. The resulting pellets were resuspended in 100 µL of pH 7.4 buffer, and fluorescence intensity was measured to quantify protein release.

### **Expression and purification of His<sub>6</sub>-tagged TRAIL protein**

A His<sub>6</sub>-tagged TRAIL expression plasmid was constructed as previously described<sup>1</sup>. For protein expression, the plasmid was transformed into *Escherichia coli* BL21 (DE3) cells. An overnight bacterial culture was diluted 1:100 into fresh LB medium (25 g/L) and incubated at 37 °C with shaking at 200 rpm until the optical density at 600 nm (OD<sub>600</sub>) reached 0.6–0.8. Protein expression was induced by adding 0.5 mM isopropyl-β-D-thiogalactopyranoside (IPTG), followed by incubation at 30 °C with shaking for 3 hours.

Bacterial pellets were harvested and lysed by sonication in lysis buffer containing 50 mM sodium phosphate (pH 8.0), 300 mM NaCl, 10 mM imidazole, and 10 mM β-mercaptoethanol. The lysate was clarified by centrifugation, and the supernatant was loaded onto a gravity-flow column packed with Ni-NTA agarose beads. After washing with lysis buffer containing 20 mM imidazole, the bound His<sub>6</sub>-TRAIL protein was eluted using buffer containing 250 mM imidazole and subsequently dialyzed against PBS containing 10 mM β-mercaptoethanol. Protein concentration was measured using a NanoDrop 1000 spectrophotometer.

### **Cell viability assay**

Cell viability was assessed using the MTT assay. Hep3B and HCA-1 (1,000 cells/well) cells were seeded in 96-well plates and cultured for 24 hours. Cells were then treated with glucose oxidase (GOx) in combination with either TRAIL or doxorubicin at varying concentrations. After 24 hours of treatment, 15 µL of MTT solution (5 mg/mL in PBS) was added to each well, followed by a 3-hour incubation at 37 °C. The medium was then removed, and 50 µL of DMSO was added to

dissolve the resulting formazan crystals. Absorbance was measured at 570 nm using a microplate reader (Multiskan GO, Thermo Fisher Scientific, USA).

### Calculation of synergy

The synergistic interaction between GOx and TRAIL (or DOX) was evaluated using the Bliss independence model<sup>2</sup>. The expected fractional inhibition for the combination was calculated as:

$$E_{Bliss} = E_A + E_B - (E_A \times E_B)$$

The **Synergy Coefficient (SC)** was determined by the ratio:

$$SC = \frac{E_{AB}}{E_{Bliss}}$$

Where

$$E = 1 - \left( \frac{\text{Viability}}{100} \right)$$

$E_A$  : fractional inhibition by drug A

$E_B$  : fractional inhibition by drug B

$E_{AB}$  : fractional inhibition by combination

An  $SC > 1$  indicates synergistic interaction,  $SC = 1$  represents an additive effect, and  $SC < 1$  suggests antagonism.

### Assessment of apoptosis by flow cytometry

HCA-1 and Hep3B cells ( $5 \times 10^5$  cells/well) were seeded in 12-well plates and cultured for 24 hours. Cells were then treated with either free drugs (TRAIL, GOx, or doxorubicin) or their corresponding LGP nanogel formulations (TRAIL-LGP, GOx-LGP, or DOX-LGP) (mTRAIL: 10  $\mu\text{g/mL}$ ; hTRAIL: 1  $\mu\text{g/mL}$ ; GOx: 4  $\text{ng/mL}$ ; DOX: 0.5  $\mu\text{M}$ ). After 24 hours of treatment, cells were harvested, washed twice with cold PBS, and stained with Annexin V according to the manufacturer's instructions (BD Biosciences, CA, USA). Apoptotic cell populations were analyzed using a BD FACS Aria III flow cytometer (Becton Dickinson, CA, USA), and the data were processed with FACSDiva™ software.

### Quantitative real-time PCR analysis *in vitro* and *in vivo*

*In vitro*, HCA-1 cells were seeded at a density of  $5 \times 10^4$  cells/well in 12-well plates, cultured for 24 hours, and treated with GOx-LGP for an additional 24 hours. Cells were then washed with 1 mL of PBS to remove residual drug, and total RNA was extracted using 400  $\mu\text{L}$  of TRIzol™ Reagent (Invitrogen, Cat#15596018, USA) according to the manufacturer's instructions.

*In vivo*, orthotopic HCC were established by injecting  $1 \times 10^6$  HCA-1 cells (in 20  $\mu$ L of a 1:1 Matrigel/PBS mixture) into the subcapsular region of the liver in 6–8-week-old male C3H/HeNCrNarl mice. Mice were intravenously administered GOx-DOX-LGP (containing 0.4 mg/kg GOX and 1.8 mg/kg DOX) on days 18, 19, and 20 post-implantation. Tumor tissues were harvested at day 21, and total RNA was isolated using the RNeasy RNA Purification Kit (Qiagen, USA) following the manufacturer's protocol.

Isolated RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA) on a SimpliAmp™ Thermal Cycler (Thermo Fisher Scientific, MA, USA). Quantitative PCR was performed with SYBR™ Green Master Mix (Applied Biosystems, USA) on a QuantStudio™ 3 Real-Time PCR System (Applied Biosystems, USA). Gene expression levels were calculated using the comparative Ct ( $\Delta\Delta$ Ct) method and normalized to GAPDH as the internal control. Primer sequences used are listed below.

| Primer         | Forward sequence (5'-3') | Reverse sequence (5'-3') |
|----------------|--------------------------|--------------------------|
| mGADPH         | CTGCCACCCAGAAGACTGTG     | GGTCCTCAGTGTAGCCCAAG     |
| mHMBG1         | GGCTGACAAGGCTCGTTATG     | GGGCGGTACTCAGAACAGAAC    |
| mCRT           | AAGAGCAGT TCTTGGACGGA    | CACCAGTGTCTGGCCCTTAT     |
| mATF-4         | CCGGAAATTCGTCAACGAGC     | AGATCGTCCTAAAGGCCCA      |
| CHOP           | CCTGAGGAGAGAGTGTTCAG     | GACACCGTCTCCAAGGTGAA     |
| mDR5           | AAAACGGCTTGGGCATCTTGGC   | AGACGGTTCCAGGAGTCAAAGG   |
| mIFN- $\alpha$ | TGTCTGATGCAGCAGGTGG      | AAGACAGGGCTCTCCAGAC      |
| mIFN- $\beta$  | ATGGTGGTCCGAGCAGAGAT     | CCACCACTCATTCTGAGGCA     |
| mIFN- $\gamma$ | CAGCAACAGCAAGGCGAAAAAGG  | TTTCCGCTTCCTGAGGCTGGAT   |
| CXCL9          | AGTGTGGAGTTCGAGGAACC     | GAGTCCGGATCTAGGCAGG      |
| mCXCL10        | CCAAGTGCTGCCGTCATTTTC    | GGCTCGCAGGGATGATTTCAA    |
| mCXCL11        | AGCTGCTCAAGGCTTCCTTA     | AGTAACAATCACTTCAACTTTGTC |
|                |                          | G                        |

### Next-generation sequencing gene expression analysis

RNA integrity from the treatment and control samples, extracted using the RNeasy Kit (Qiagen), was assessed with the RNA Nano6000 assay kit (Agilent Technologies, CA, USA). Library preparation and sequencing were performed by Biotools Co., Ltd. The sequencing data (FASTQ

files) were aligned to the reference genome using TopHat v2.0.12. HTSeq v0.6.1 was used to quantify gene-level read counts, and FPKM values were calculated based on gene length and the number of mapped reads.

Gene expression levels were determined based on read counts derived from RNA sequencing data; specifically, the read counts obtained through alignment analysis were used to quantify gene expression. For relative gene expression analysis, normalization was performed using edgeR (v3.28.1), and differential expression analysis was conducted with DESeq2 (v1.26.0) <sup>3, 4</sup>. Genes exhibiting significant changes in expression were identified based on p-values and a false discovery rate (FDR) threshold of <0.05 following edgeR analysis. Differentially expressed gene patterns were visualized using the ClustVis web tool, while Gene Set Enrichment Analysis (GSEA) was used to explore associated biological pathways and variability <sup>5, 6</sup>. The dataset has been submitted to the Gene Expression Omnibus (GEO) and is available under accession number GSE295520.

### **Western blot analysis**

HCA-1 cells and Hep3B cells ( $5 \times 10^5$  cells per well) were seeded in 12-well plates, cultured for 24 hours, and then treated with GOx or GOx-LGP for an additional 24 hours. Following treatment, cells were washed with PBS and lysed in radioimmunoprecipitation assay (RIPA) buffer on ice for 10 minutes. The lysates were centrifuged at 12,000 rcf to collect the protein supernatant, which was then mixed with 4X Laemmli Sample Buffer (Bio-Rad, Hercules, CA) and heated at 95°C for 5 minutes. Proteins were separated on a 10% bis-acrylamide gel and subsequently transferred to a PVDF membrane. Membranes were blocked in 5% skim milk in PBS for 1h and then incubated overnight with primary antibodies against DR5 (ab8416, Abcam), ATF4 (D4B8), CHOP (L63F7) (Cell Signaling, Danvers, MA) and  $\beta$ -actin (Sigma-Aldrich, St. Louis, MO) at 4°C. After three 3-minute washes with PBST (0.1% Tween 20 in PBS), the membranes were incubated with HRP-conjugated secondary antibodies (Antibodies Inc., Davis, CA) for 1 hour at room temperature. The autoradiography was conducted after ECL reagent (Thermo Scientific, Rockford, IL) was added to the membranes.

### **Biodistribution study**

Murine HCA-1 cells were orthotopically implanted into the livers of 6–8-week-old male C3H/HeNCrNarl mice. On day 24 post-implantation, mice were intravenously injected with either

Alexa488-labeled protein loaded LGP nanogels or free-form Alexa488-labeled protein. The administered protein was either mTRAIL (3.5 mg/kg) or GOx (0.4 mg/kg). Four hours post-injection, mice were euthanized and major tissues were harvested. Tissues were homogenized in lysis buffer containing 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate, 10 mM Tris-HCl, and 140 mM NaCl. The lysates were used to quantify fluorescence intensity, and protein accumulation was calculated by referencing a standard curve generated from known concentrations of proteins.

### **Pharmacokinetic study**

Male C3H/HeNCrNarl mice were intravenously injected with either Alexa488-labeled protein-loaded LGP nanogels or free-form Alexa488-labeled protein. The administered proteins included mTRAIL (3.5 mg/kg) or GOx (0.4 mg/kg). At designated time points, 200  $\mu$ L of blood was collected and immediately mixed with 20  $\mu$ L of 0.5  $\mu$ M EDTA in PBS to prevent coagulation. The fluorescence intensity of Alexa Fluor 488-labeled proteins in plasma was measured using a microplate reader (Spark 10M, Tecan, Germany). Protein concentrations were quantified based on a standard curve generated from known concentrations of proteins.

### **Flow cytometry analysis**

HCA-1-tumor-bearing mice were perfused through intracardiac injection of 30 mL of saline. Tumor tissues were collected and digested at 37 °C for 30 minutes with collagenase type 1A (1.5 mg/mL) and hyaluronidase (1.5 mg/mL) in serum-contained RPMI culture medium. A 40  $\mu$ m strainer was used to filter the enzyme-digested tumor tissues. Cell suspensions were washed and resuspended in 1% BSA (in PBS), following by staining with antibodies. To assess the expression of specific markers in intratumoral CD8<sup>+</sup> T cells, cells were first washed and fixed in 4% paraformaldehyde at 4 °C for 15 minutes, then stored overnight at 4 °C in the dark in PBS containing 1% BSA. The cells were subsequently permeabilized using Cytotfix/Cytoperm solution (BD Biosciences, CA, USA) and stained with antibodies against intracellular markers, following the manufacturer's protocol.

Regarding memory T cells evaluation, spleen from HCA-1-tumor-bearing mice were collected after perfusion and homogenized in serum-containing RPMI-1640 medium. The cell suspensions were centrifuged, and red blood cells were lysed with ACK buffer for 5 minutes before neutralization with RPMI. After two washes with serum-containing RPMI, the cells were resuspended, filtered through 70  $\mu$ m strainer. Cell suspensions were washed and resuspended in

1% BSA (in PBS), following by filtering by a 40 µm stariner and staining with antibodies for 20 minutes on ice, protected from light. Cells were then washed, resuspended in 1% BSA, and analyzed by flow cytometry.

Flow cytometry was performed using a BD FACSAria III flow cytometer (Becton Dickinson, CA, USA), and data were analyzed using FACSDiva™ software. The following antibodies were used for flow cytometry analysis: CD3e-APC (no. 145-2C11), CD8-PE-Cy7 (no. 53-6.7), CD4-PE (no. RM4-5), CD44-PE (no. 561860), CD62L-FITC (no. 561917), CD16/CD32 BD Fc Block (no. 2.4G2), IFN-γ-APC-Cy7 (no. XMG1.2) and 7-AAD, all from BD Biosciences; granzyme B-FITC (no. GB11) from Biolegend; and IFN-α (no. 22100- 3) from R&D Systems, USA.

#### **Assessment of apoptosis by TUNEL staining**

Frozen sections of murine HCC tumor tissues (HCA-1) and Paraffin-embedded tissue sections of human HCC tumor tissues (JHH7) were stained by using a DeadEnd™ Fluorometric TUNEL System (Promega, USA) and DeadEnd™ Colorimetric TUNEL System (Promega, USA), respectively, according to the manufacturer's guideline. The apoptotic index was calculated as the fraction of apoptotic nuclei relative to DAPI-stained cell nuclei.

**Table S1. The mRNA expression levels of 84 key genes involved in glucose metabolism were analyzed in HCC patient samples using the RT<sup>2</sup> Profiler PCR Array. Data are presented as fold changes relative to the corresponding levels in adjacent normal tissue samples (n=3)**

| Gene symbol                             | Gene Bank | Description                                         | Fold regulation |
|-----------------------------------------|-----------|-----------------------------------------------------|-----------------|
| <b>Glycolysis</b>                       |           |                                                     |                 |
| ALDOA                                   | NM_000034 | Aldolase A, fructose-bisphosphate                   | 4.505           |
| ALDOB                                   | NM_000035 | Aldolase B, fructose-bisphosphate                   | 29.616          |
| ALDOC                                   | NM_005165 | Aldolase C, fructose-bisphosphate                   | 2.356           |
| BPGM                                    | NM_001724 | 2,3-bisphosphoglycerate mutase                      | 8.002           |
| ENO1                                    | NM_001428 | Enolase 1, (alpha)                                  | 4.099           |
| ENO2                                    | NM_001975 | Enolase 2 (gamma, neuronal)                         | 3.626           |
| ENO3                                    | NM_001976 | Enolase 3 (beta, muscle)                            | 5.939           |
| GALM                                    | NM_138801 | Galactose mutarotase (aldose 1-epimerase)           | 5.041           |
| GCK                                     | NM_000162 | Glucokinase (hexokinase 4)                          | 4.384           |
| GPI                                     | NM_000175 | Glucose-6-phosphate isomerase                       | 28.285          |
| HK2                                     | NM_000189 | Hexokinase 2                                        | 4.743           |
| HK3                                     | NM_002115 | Hexokinase 3 (white cell)                           | 4.156           |
| PFKL                                    | NM_002626 | Phosphofructokinase, liver                          | 4.712           |
| PGAM2                                   | NM_000290 | Phosphoglycerate mutase 2 (muscle)                  | 4.767           |
| PGK1                                    | NM_000291 | Phosphoglycerate kinase 1                           | 6.400           |
| PGK2                                    | NM_138733 | Phosphoglycerate kinase 2                           | 8.207           |
| PGM1                                    | NM_138733 | Phosphoglucomutase 1                                | 7.815           |
| PGM2                                    | NM_018290 | Phosphoglucomutase 2                                | 6.422           |
| PGM3                                    | NM_015599 | Phosphoglucomutase 3                                | 9.675           |
| PKLR                                    | NM_000298 | Phosphoglucomutase 1                                | 6.130           |
| TPI1                                    | NM_000365 | Triosephosphate isomerase 1                         | 5.207           |
| <b>Gluconeogenesis</b>                  |           |                                                     |                 |
| FBP1                                    | NM_000507 | Fructose-1,6-bisphosphatase 1                       | 114.312         |
| FBP2                                    | NM_003837 | Fructose-1,6-bisphosphatase 2                       | 3.985           |
| G6PC                                    | NM_003837 | Glucose-6-phosphatase, catalytic subunit            | 8.054           |
| G6PC3                                   | NM_138387 | Glucose 6 phosphatase, catalytic, 3                 | 3.327           |
| PC                                      | NM_000920 | Pyruvate carboxylase                                | 4.451           |
| PCK1                                    | NM_002591 | Phosphoenolpyruvate carboxykinase 1 (soluble)       | 19.668          |
| PCK2                                    | NM_004563 | Phosphoenolpyruvate carboxykinase 2 (mitochondrial) | 3.937           |
| <b>Regulation of Glucose metabolism</b> |           |                                                     |                 |
| PDK1                                    | NM_002610 | Pyruvate dehydrogenase kinase, isozyme 1            | 6.765           |
| PDK2                                    | NM_002611 | Pyruvate dehydrogenase kinase, isozyme 2            | 3.016           |
| PDK3                                    | NM_005391 | Pyruvate dehydrogenase kinase, isozyme 3            | 5.637           |

| Gene symbol                           | Gene Bank    | Description                                                                      | Fold regulation |
|---------------------------------------|--------------|----------------------------------------------------------------------------------|-----------------|
| PDK4                                  | NM_002612    | Pyruvate dehydrogenase kinase, isozyme 4                                         | 8.168           |
| PDP2                                  | NM_020786    | Pyruvate dehydrogenase phosphatase catalytic subunit 2                           | 3.700           |
| PDPR                                  | NM_017990    | Pyruvate dehydrogenase phosphatase regulatory subunit                            | 3.797           |
| <b>Pentose Phosphate Pathway</b>      |              |                                                                                  |                 |
| G6PD                                  | NM_000402    | Glucose-6-phosphate dehydrogenase                                                | 4.441           |
| H6PD                                  | NM_004285    | Hexose-6-phosphate dehydrogenase (glucose 1-dehydrogenase)                       | 2.943           |
| PGLS                                  | NM_012088    | 6-phosphogluconolactonase                                                        | 6.594           |
| PRPS1                                 | NM_002764    | Phosphoribosyl pyrophosphate synthetase 1                                        | 17.194          |
| PRPS1L1                               | NM_175886    | Phosphoribosyl pyrophosphate synthetase 1-like 1                                 | 7.718           |
| PRPS2                                 | NM_002765    | Phosphoribosyl pyrophosphate synthetase 2                                        | 4.218           |
| RBKS                                  | NM_022128    | Ribokinase                                                                       | 10.998          |
| RPE                                   | NM_199229    | Ribulose-5-phosphate-3-epimerase                                                 | 8.026           |
| RPIA                                  | NM_144563    | Ribose 5-phosphate isomerase A                                                   | 5.740           |
| TALDO1                                | NM_006755    | Transaldolase 1                                                                  | 47.055          |
| TKT                                   | NM_001064    | Transketolase                                                                    | 30.598          |
| <b>Tricarboxylic Acid (TCA) Cycle</b> |              |                                                                                  |                 |
| ACLY                                  | NM_001096    | ATP citrate lyase                                                                | 2.294           |
| ACO1                                  | NM_002197    | Aconitase 1, soluble                                                             | 3.085           |
| ACO2                                  | NM_001098    | Aconitase 2, mitochondrial                                                       | 3.424           |
| CS                                    | NM_004077    | Citrate synthase                                                                 | 3.778           |
| DLAT                                  | NM_004077    | Dihydrolipoamide S-acetyltransferase                                             | 4.563           |
| DLD                                   | NM_000108    | Dihydrolipoamide dehydrogenase                                                   | 6.421           |
| DLST                                  | NM_000108    | Dihydrolipoamide S-succinyltransferase (E2 component of 2-oxo-glutarate complex) | 3.403           |
| FH                                    | NM_000143    | Fumarate hydratase                                                               | 169.962         |
| IDH1                                  | NM_005896    | Isocitrate dehydrogenase 1 (NADP+), soluble                                      | 4.395           |
| IDH2                                  | NM_002168    | Isocitrate dehydrogenase 2 (NADP+), mitochondrial                                | 2.503           |
| IDH3A                                 | NM_002168    | Isocitrate dehydrogenase 3 (NAD+) alpha                                          | 4.403           |
| IDH3B                                 | NM_174856    | Isocitrate dehydrogenase 3 (NAD+) beta                                           | 3.708           |
| IDH3G                                 | NM_174869    | Isocitrate dehydrogenase 3 (NAD+) gamma                                          | 3.180           |
| MDH1                                  | NM_005917    | Malate dehydrogenase 1, NAD (soluble)                                            | 5.693           |
| MDH1B                                 | NM_001039845 | Malate dehydrogenase 1B, NAD (soluble)                                           | 8.511           |
| MDH2                                  | NM_005918    | Malate dehydrogenase 2, NAD (mitochondrial)                                      | 5.553           |
| OGDH                                  | NM_002541    | Oxoglutarate (alpha-ketoglutarate) dehydrogenase (lipoamide)                     | 3.303           |
| PC                                    | NM_000920    | Pyruvate carboxylase                                                             | 3.338           |
| PCK1                                  | NM_002591    | Phosphoenolpyruvate carboxykinase 1 (soluble)                                    | 14.751          |
| PCK2                                  | NM_004563    | Phosphoenolpyruvate carboxykinase 2 (mitochondrial)                              | 2.953           |
| PDHA1                                 | NM_000284    | Pyruvate dehydrogenase (lipoamide) alpha 1                                       | 63.428          |

| Gene symbol                              | Gene Bank | Description                                                                 | Fold regulation |
|------------------------------------------|-----------|-----------------------------------------------------------------------------|-----------------|
| PDHB                                     | NM_000925 | Pyruvate dehydrogenase (lipoamide) beta                                     | 10.856          |
| SDHA                                     | NM_004168 | Succinate dehydrogenase complex, subunit A, flavoprotein (Fp)               | 3.630           |
| SDHB                                     | NM_003000 | Succinate dehydrogenase complex, subunit B, iron sulfur (Ip)                | 5.862           |
| SDHC                                     | NM_003001 | Succinate dehydrogenase complex, subunit C, integral membrane protein, 15kD | 8.173           |
| SDHD                                     | NM_003001 | Succinate dehydrogenase complex, subunit D, integral membrane protein       | 5.247           |
| SUCLA2                                   | NM_003850 | Succinate-CoA ligase, ADP-forming, beta subunit                             | 5.183           |
| SUCLG1                                   | NM_003849 | Succinate-CoA ligase, alpha subunit                                         | 47.155          |
| SUCLG2                                   | NM_003848 | Succinate-CoA ligase, GDP-forming, beta subunit                             | 27.645          |
| <b>Glycogen Synthesis</b>                |           |                                                                             |                 |
| GBE1                                     | NM_000158 | Glucan (1,4-alpha-), branching enzyme 1                                     | 12.305          |
| GYS1                                     | NM_002103 | Glycogen synthase 1 (muscle)                                                | 3.477           |
| GYS2                                     | NM_021957 | Glycogen synthase 2 (liver)                                                 | 5.884           |
| UGP2                                     | NM_006759 | UDP-glucose pyrophosphorylase 2                                             | 6.180           |
| <b>Regulation of Glycogen Metabolism</b> |           |                                                                             |                 |
| GSK3A                                    | NM_019884 | Glycogen synthase kinase 3 alpha                                            | 2.871           |
| GSK3B                                    | NM_002093 | Glycogen synthase kinase 3 beta                                             | 7.799           |
| PHKA1                                    | NM_002637 | Phosphorylase kinase, alpha 1 (muscle)                                      | 5.048           |
| PHKB                                     | NM_000293 | Phosphorylase kinase, beta                                                  | 6.804           |
| PHKG1                                    | NM_006213 | Phosphorylase kinase, gamma 1 (muscle)                                      | 3.660           |
| PHKG2                                    | NM_000294 | Phosphorylase kinase, gamma 2 (testis)                                      | 3.186           |
| <b>Glycogen degradation</b>              |           |                                                                             |                 |
| AGL                                      | NM_000028 | Amylo-alpha-1, 6-glucosidase, 4-alpha-glucanotransferase                    | 8.929           |
| PGM1                                     | NM_002633 | Phosphoglucomutase 1                                                        | 7.815           |
| PGM2                                     | NM_018290 | Phosphoglucomutase 2                                                        | 6.422           |
| PGM3                                     | NM_015599 | Phosphoglucomutase 3                                                        | 9.675           |
| PYGL                                     | NM_002863 | Phosphorylase, glycogen, liver                                              | 16.711          |
| PYGM                                     | NM_005609 | Phosphorylase, glycogen, muscle                                             | 6.076           |

**Table S2.** Protein loading efficiency of LGP-based nanogel (n = 3).  
Data are presented as mean  $\pm$  S.D.

| <b>Protein (LGP)</b>                 | <b>Protein loading efficiency (%)</b> |
|--------------------------------------|---------------------------------------|
| <b>GOx</b> (GOx-LGP)                 | 3.4 $\pm$ 0.2                         |
| <b>TRAIL</b> (TRAIL-LGP)             | 6.6 $\pm$ 1.0                         |
| <b>Anti-PD-1 antibody</b> (aPD1-LGP) | 26.6 $\pm$ 2.5                        |

**Table S3.** GOBP pathway sets revealed showed downregulation of glucose and fatty acid metabolic pathways, alongside marked upregulation of immune-related in murine HCA-1 tumors among GOx-DOX-LGP treatment relative to Control (n = 3).

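The NES of a pathway set measures how far its genes gather at an end of a list in which all genes are ordered by their difference between treated and control tumors, relative to random sets of the same size. A negative score places a set among genes lower in GOx-DOX-LGP tumors, and a positive score among genes higher in them. The GOBP sets of the table were not analysed here.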

| Name of gene set                                             | ES     | NES    | P value |
|--------------------------------------------------------------|--------|--------|---------|
| Fatty acid metabolic process                                 | -0.757 | -1.888 | < 0.001 |
| Amino acid metabolic process                                 | -0.735 | -1.818 | < 0.001 |
| Tryptophan metabolic process                                 | -0.857 | -1.614 | 0.001   |
| Glucose metabolic process                                    | -0.621 | -1.532 | < 0.001 |
| Glutamine metabolic process                                  | -0.636 | -1.373 | 0.068   |
| Carbohydrate metabolic process                               | -0.539 | -1.347 | < 0.001 |
| Granzyme mediated programmed cell death signaling pathway    | 0.920  | 2.545  | 0.005   |
| T helper 1 type immune response                              | 0.575  | 2.078  | 0.024   |
| Response to interferon beta                                  | 0.518  | 2.073  | 0.056   |
| Regulation of T cell receptor signaling pathway              | 0.418  | 1.687  | 0.048   |
| Neutrophil activation                                        | 0.464  | 1.651  | 0.014   |
| Regulation of programmed necrotic cell death                 | 0.459  | 1.489  | 0.074   |
| Leukocyte activation involved in inflammatory response       | 0.399  | 1.448  | 0.054   |
| Granulocyte activation                                       | 0.382  | 1.395  | 0.036   |
| Positive regulation of natural killer cell mediated immunity | 0.373  | 1.357  | 0.058   |

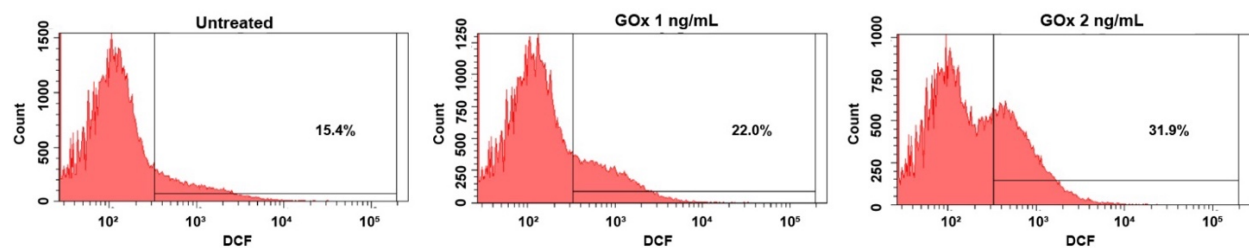

**Figure S1.** Flow cytometry analysis shows an increase of intracellular reactive oxygen species (ROS) levels in murine (HCA-1) following a 3-hour treatment with GOx, measured by H<sub>2</sub>DCFDA fluorescence. Representative plots from individual samples are shown.

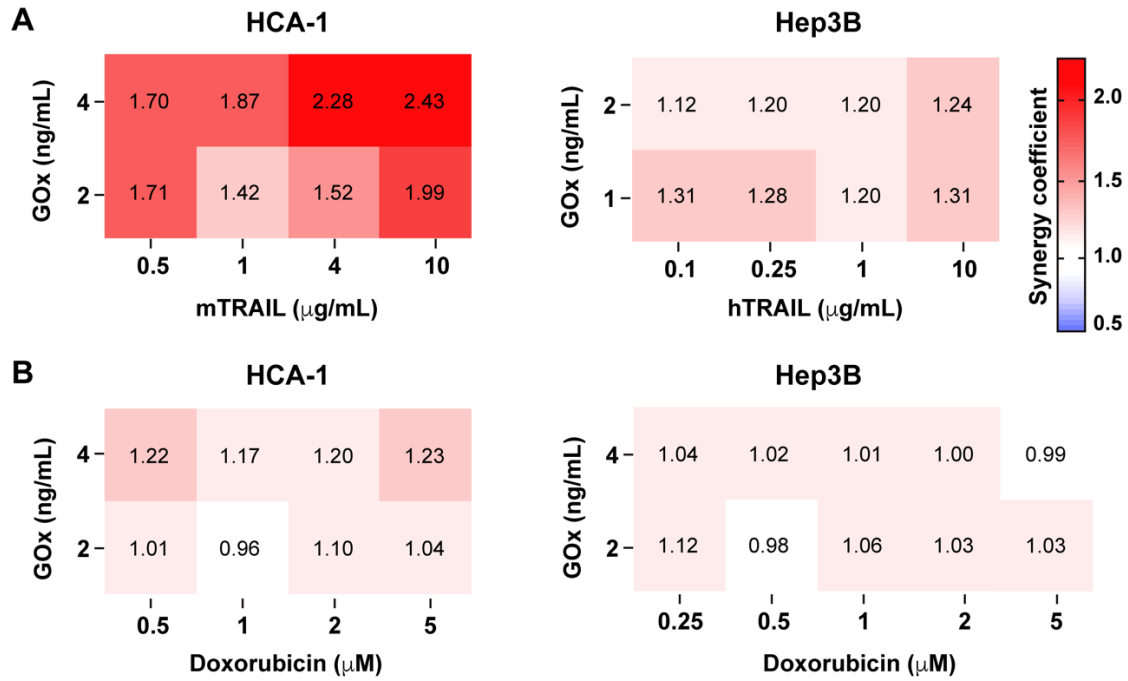

**Figure S2. Bliss synergy scores for interaction of GOx in combination with TRAIL (A) or doxorubicin (DOX) (B) (n=6).** Synergy scores of less than 1, equal to 1 and larger than 1 are interpreted as antagonistic, additive and synergistic effects, respectively. Data are the mean values  $\pm$  S.E.M.

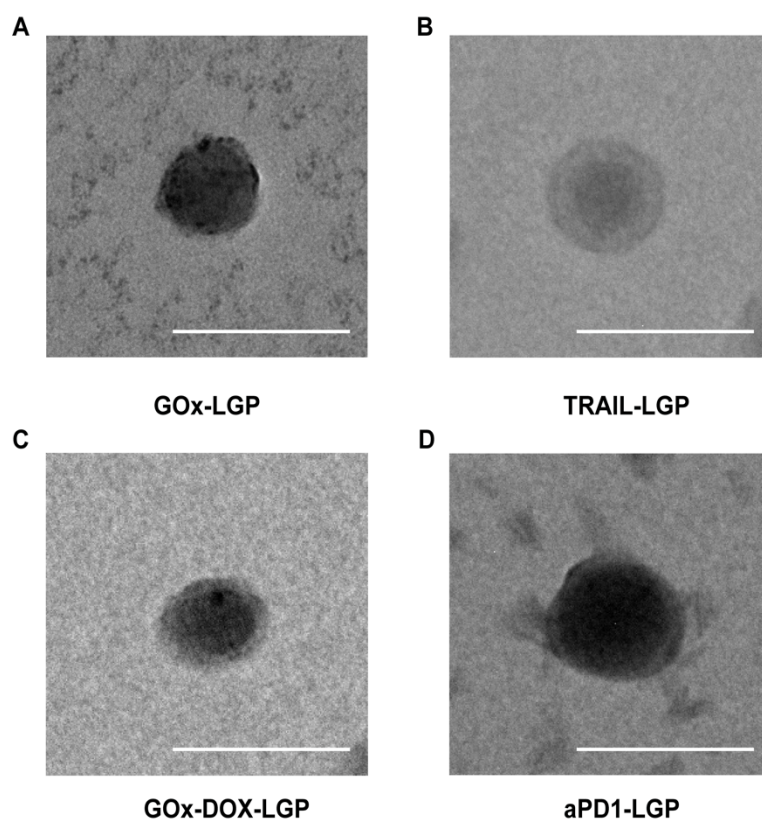

**Figure S3.** Representative TEM images (scale bar: 200 nm) of LGP-based nanogels.

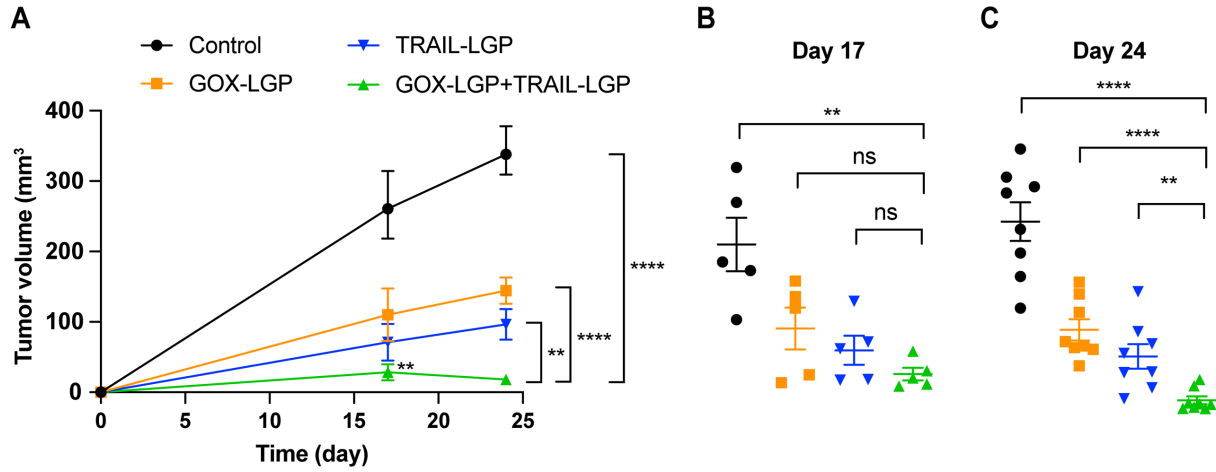

**Figure S4. Tumor volume changes in response to TRAIL-LGP and GOx-LGP nanogels.** (A) Tumor growth curve of murine HCC model after treatment of different groups (three or six intravenous doses of either GOx-LGP (0.4 mg/kg), TRAIL-LGP (3.5 mg/kg), or both in combination at 2–3-day intervals) (B) Tumor volume of HCC tumor after three intravenous doses of treatment (at D17 post-implantation) (n=5). (C) Tumor volume of HCC tumor after six intravenous doses of treatment (at D24 post-implantation) (n=8). Data are the mean values  $\pm$  S.E.M., \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

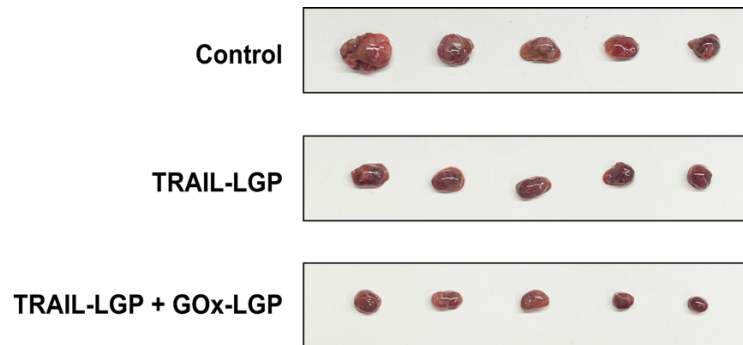

**Figure S5.** Representative images of tumor from orthotopic human JHH7 xenograft mice in response to either GOx-LGP (0.4 mg/kg), TRAIL-LGP (2.5 mg/kg), or both in combination at 2–3-day intervals (n=5).

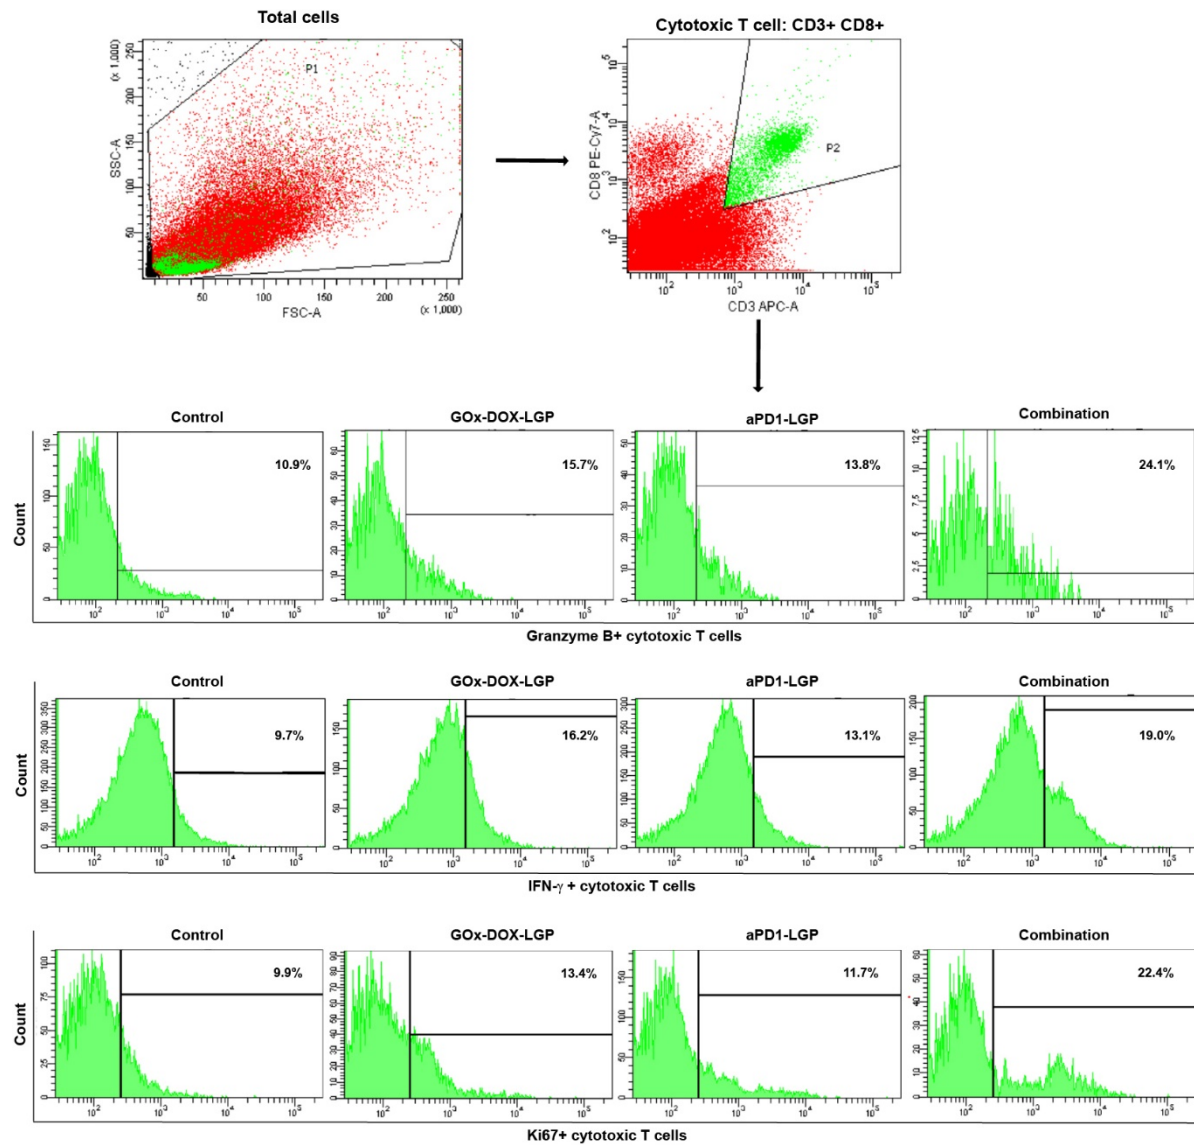

**Figure S6.** Gating strategy for flow cytometry analysis of granzyme B<sup>+</sup>, IFN- $\gamma$ <sup>+</sup>, and Ki67<sup>+</sup> cytotoxic CD8<sup>+</sup> T cells in orthotopic HCC tumors following treatment with different formulations. Representative plots from individual samples are shown.

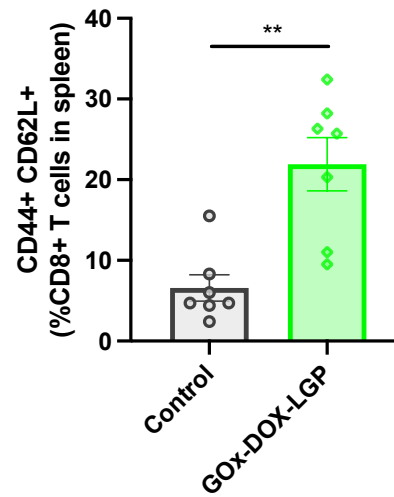

**Figure S7.** Treatment with GOx-DOX-LGP significantly increased the proportion of CD44<sup>+</sup>CD62L<sup>+</sup> central memory T cells in spleens of HCC tumor-bearing mice following treatment with GOx-DOX-LGP were detected by flow cytometry, indicating enhanced and long-term immune activation (n = 7). Data are the mean values  $\pm$  S.E.M., \*\*p<0.01.

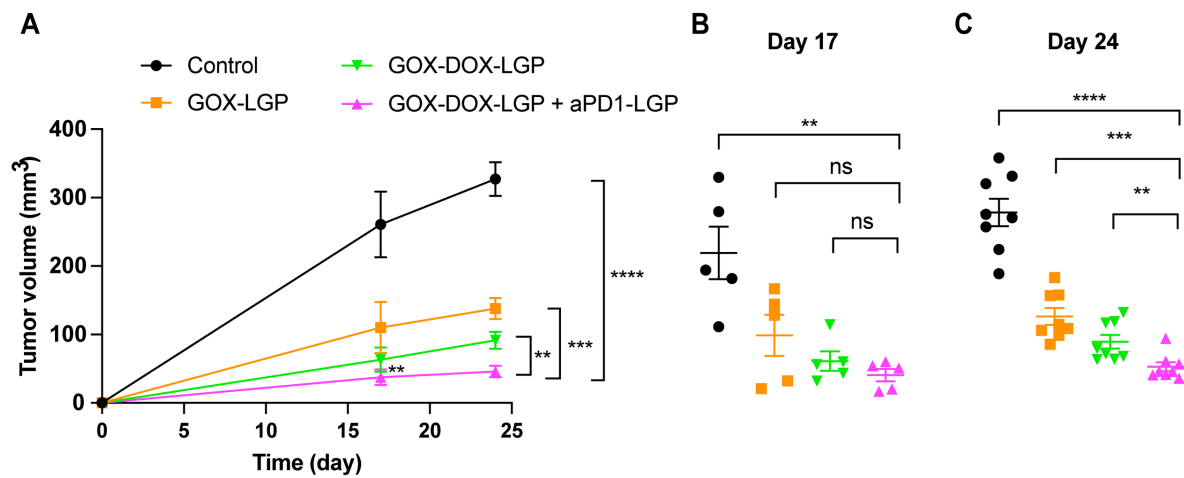

**Figure S8. Tumor volume changes in response to Gox-DOX-LGP in combine with aPD1-LGP.** (A) Tumor growth curve of murine HCC model after treatment of different groups (three or six intravenous doses of either GOx-DOX-LGP (GOx: ~0.4 mg/kg; DOX: ~1.8mg/kg) or aPD-1-LGP (1.4mg/kg) for single treatment groups, and both nanogels for combination treatment group at 2- to 3-d intervals. (B) Tumor volume of HCC tumor after three intravenous doses of treatment (at D17 post-implantation) (n=5); Data for the Control and GOx-LGP groups are shared with Fig. S4. (C) Tumor volume of HCC tumor after six intravenous doses of treatment (at D24 post-implantation) (n=8). Data are the mean values  $\pm$  S.E.M., \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

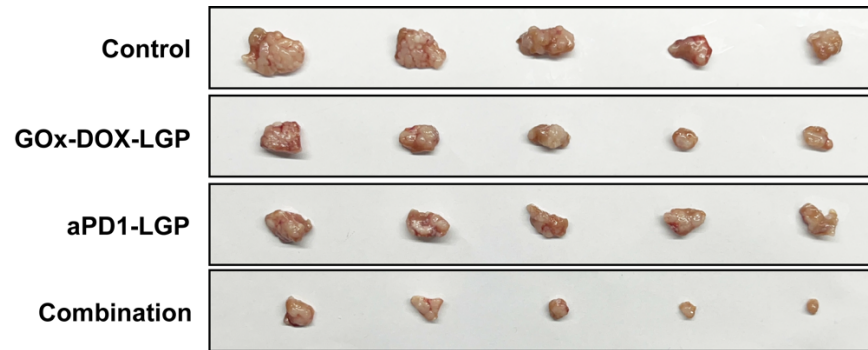

**Figure S9.** Representative images of murine orthotopic HCC tumors in response to either GOx-DOX-LGP (GOx: ~0.4 mg/kg; DOX: ~1.8mg/kg) or aPD-1-LGP (1.4mg/kg) for single treatment groups, and both nanogels for combination treatment group six times (at 2- to 3-d intervals) (n=5).

## Reference

- (1) Huang, H. C.; Sung, Y. C.; Li, C. P.; Wan, D.; Chao, P. H.; Tseng, Y. T.; Liao, B. W.; Cheng, H. T.; Hsu, F. F.; Huang, C. C.; *et al.* Reversal of pancreatic desmoplasia by a tumour stroma-targeted nitric oxide nanogel overcomes TRAIL resistance in pancreatic tumours. *Gut* **2022**, *71*, 1843–1855.
- (2) Duarte, D.; Vale, N. Evaluation of synergism in drug combinations and reference models for future orientations in oncology. *Curr Res Pharmacol Drug Discov* **2022**, *3*, 100110.
- (3) Anders, S.; McCarthy, D. J.; Chen, Y.; Okoniewski, M.; Smyth, G. K.; Huber, W.; Robinson, M. D. Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. *Nat Protoc* **2013**, *8*, 1765–1786.
- (4) Love, M. I.; Huber, W.; Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **2014**, *15*, 550.
- (5) Metsalu, T.; Vilo, J. ClustVis: a web tool for visualizing clustering of multivariate data using Principal Component Analysis and heatmap. *Nucleic Acids Res* **2015**, *43*, W566–570.
- (6) Subramanian, A.; Tamayo, P.; Mootha, V. K.; Mukherjee, S.; Ebert, B. L.; Gillette, M. A.; Paulovich, A.; Pomeroy, S. L.; Golub, T. R.; Lander, E. S.; *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **2005**, *102*, 15545–15550.

How the deposited data were processed for this re-analysis (not part of the article)

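RNA from orthotopic HCA-1 tumors of 3 untreated control mice and 3 mice treated with GOx-DOX-LGP was analysed. The raw counts per gene were made by the authors with TopHat and HTSeq, without normalization and without pooling of replicates. The signal values deposited beside them are the same counts divided by a size factor for each library, which the authors computed. The ratio of raw count to deposited value differed by at most 9.61e-08% from a constant within each library, with factors from 0.5321 to 1.3219. Of the 34685 genes with such values, 1190 had 0 counts in all libraries. The methods name edgeR 3.28.1 for normalization and DESeq2 1.26.0 for differential expression, and place the FDR threshold of 0.05 after edgeR, without stating which tool gave the number of DEGs. Libraries were assigned to groups and numbers from their labels, which match the column names of both tables.

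The raw counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr at its default settings, normalized with TMM, and tested with the quasi-likelihood test over all 6 libraries without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 CPM values used a prior count of 2. Exact permutation tests were two-sided, and with 3 libraries against 3 their smallest p is 0.1. Library totals lay between 15529940 and 18401178 counts, and confidence intervals of shares of counts are 95% Wilson intervals, which cover counting error only.

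Preranked enrichment used 25 lists with at least 5 genes kept, 15 of them for processes named in the paper, with seed 1. Reactome mouse sets shipped with fgsea stood in for 10 of the lists as an alternative, with 71 of 75 genes matched for glucose metabolism. The genes named in the text followed a rule, namely every gene the paper names for the tumor RNA, the mouse counterparts of PGK1, ALDOA, ENO1 and ENO2, the 3 largest changes of a gene list where its examples are given, Alb, Ttr and Apoa1 as hepatocyte markers, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap. A gene that the rule selects is not reported here. No gene met the last condition, since 0 genes had an adjusted p under 0.05 and 2685 an unadjusted p under 0.05. Xist and the Y-linked genes reported under the other observations are outside the rule and were chosen after values had been seen. Sequence shared between genes was counted as stretches of 50 bases of GENCODE M21 transcripts that also occur in another gene.

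The steps were tested on simulated counts with 200 genes changed by a log2 fold change of 2. At a dispersion of 0.05, over 15041 genes, the quasi-likelihood test recovered 200 of them with 4 false calls among 204. At the dispersion of these data, with a median of 0.259 and over 14919 genes, it recovered 52 with 3 false calls among 55. DESeq2 recovered 98 with 40 false calls among 138, over 15369 genes. The edgeR exact test recovered 70 with 6 false calls, and limma voom 23 with 1 false call. Simulated changed gene sets were recovered by fgsea, and the unchanged set had an adjusted p of 0.192 and 0.233 at these dispersions (permutation test on genes). The simulated counts varied independently between genes. They lack the shifts shared by many genes among the control tumors. The simulation therefore does not measure false calls of genes or gene sets under such shifts.

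Sample assignment, the main tests, the rule for named genes and the alternatives were set before the data were examined, apart from those named next. The alternatives were DESeq2, the edgeR exact test, limma voom with sample quality weights, other scalings (DESeq2 size factors, library totals, upper quartile, 12 housekeeping genes), other filters on low counts, the hepatocyte score as a covariate, other thresholds, leaving out each library, and for gene sets another ranking, limma camera, limma fry and Reactome sets. The edgeR exact test was run with its dispersions estimated with the design matrix at first. After that value had been seen, the alternative was computed with dispersions estimated without the design matrix, and both values are reported. DESeq2 with an added fold change threshold was also chosen after values had been seen. In the enrichment test, the lower bound on p was set above 0 because the simulated sets did not finish without it.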

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

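The tests of normal liver, of GC content and transcript length, and of other splits of the libraries for the lists described here were chosen after the results were seen. These 4 gene lists were written as checks and are not among the sets of Table S3, although the paper discusses glycolysis and T cells. Each had a positive score in GOx-DOX-LGP tumors past the threshold of the fgsea test. For all 4, the fits with the hepatocyte score as a covariate rest mostly on control 5. Its score was 3.37, near the treated tumors at 4.56 to 5.84, while controls 6 and 7 lay at 11.11 and 11.61. These fits therefore cannot exclude normal liver as an explanation.

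Broadly expressed glycolytic enzymes had an NES of 2.45 (adjusted p = 1.42e-05, fgsea permutation test), with 16 of 17 genes higher. The list also holds the glucose transporter gene Slc2a1. The mean log2 CPM was 7.59, 6.73 and 6.46 in controls 5, 6 and 7, and 7.94, 8.11 and 7.88 in GOx-DOX-LGP tumors 1, 2 and 5. The median log2 fold change ranged from 0.82 to 1.27 over the scalings, where the median of all genes is 0.02 with TMM, 0.51 with library totals and 0.19 with the upper quartile. With the hepatocyte score as a covariate for different amounts of normal liver, the NES was 2.46 (adjusted p = 6.39e-07, fgsea permutation test). Over all alternatives, the permutation tests of fgsea together with camera and fry, the adjusted p ranged from 6.39e-07 to 0.166. With the covariate the median log2 fold change was 0.60 in place of 0.87, and the log2 fold change was 0.99 in place of 1.50 for Aldoa, 0.52 in place of 0.93 for Eno1, 1.14 in place of 1.74 for Eno2 and 0.79 in place of 0.87 for Pgk1, so that normal liver may account for a part of the rise. The median lay at percentile 100 of 10000 random lists matched on GC content and transcript length. Reads shared with related genes remain open for members such as Pgk1, with 53.9% of stretches of 50 bases shared, and Eno1, with 26%. An absolute NES as large was found in 1 of 10 splits of the libraries, the real split, which is the smallest share 3 libraries against 3 allow. The pattern may reflect a change in the treated tumors, but 10 splits are too few to exclude chance, so that it cannot be told apart from a chance split.

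Proliferation genes had an NES of 2.49 (adjusted p = 1.21e-05, fgsea permutation test), with 25 of 25 genes higher, and medians from 0.86 to 1.08 over the scalings. Control 5 at 6.10 was above all GOx-DOX-LGP tumors at 6.02, 5.62 and 6.07, while controls 6 and 7 lay at 4.36 and 2.42, so that the libraries did not separate by group. With the hepatocyte score as a covariate for normal liver the NES was 2.14 (adjusted p = 0.000263, fgsea permutation test). Over all alternatives, the permutation tests of fgsea together with camera and fry, the adjusted p ranged from 2.93e-09 to 0.235. With the covariate the median log2 fold change was 0.41 in place of 0.93, so that normal liver may account for a part of the rise. With library totals the NES was 1.39, no longer past the threshold. The percentile among lists matched on GC content and transcript length was 100. An absolute NES as large was found in 3 of 10 splits, so that the pattern cannot be told apart from a chance split.

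T cell markers had an NES of 2.90 (adjusted p = 1.51e-09, fgsea permutation test), with 15 of 15 genes higher, and medians from 1.28 to 1.74 over the scalings. The mean log2 CPM was 3.17, 2.50 and 1.58 in controls 5, 6 and 7, and 3.54, 3.79 and 4.17 in GOx-DOX-LGP tumors 1, 2 and 5. With the hepatocyte score as a covariate for normal liver the NES was 2.51 (adjusted p = 6.88e-08, fgsea permutation test). Over all alternatives, the permutation tests of fgsea together with camera and fry, the adjusted p ranged from 1.36e-10 to 0.166. With the covariate the median log2 fold change was 0.96 in place of 1.36, so that normal liver may account for a part of the rise. The percentile among lists matched on GC content and transcript length was 100, and 1 of 10 splits, the real split, gave an absolute NES as large. More T cells in the treated tumors is a candidate explanation, but 10 splits are too few to exclude chance, so that it cannot be told apart from a chance split.

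Macrophage markers had an NES of 2.32 (adjusted p = 0.000153, fgsea permutation test), with 12 of 14 genes higher, and medians from 0.91 to 1.37 over the scalings. The mean log2 CPM was 5.81, 6.04 and 5.40 in controls 5, 6 and 7, and 5.98, 6.95 and 6.47 in GOx-DOX-LGP tumors 1, 2 and 5, so that control 6 was above GOx-DOX-LGP tumor 1. With the hepatocyte score as a covariate for normal liver the NES was 2.04 (adjusted p = 0.000936, fgsea permutation test). Over all alternatives, the permutation tests of fgsea together with camera and fry, the adjusted p ranged from 3.37e-06 to 0.218. With the covariate the median log2 fold change was 0.71 in place of 0.96, so that normal liver may account for a part of the rise. The percentile among lists matched on GC content and transcript length was 100, and 2 of 10 splits gave an absolute NES as large, so that a chance split remains.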

How the results depend on the processing

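DESeq2 with a fold change threshold was chosen, and the place of the exact test with the design matrix was changed, after values had been seen. The count of 0 genes with an adjusted p under 0.05 (2685 at an unadjusted p under 0.05, 442 higher and 2243 lower) was also 0 with the other scalings, both filters on low counts, the hepatocyte covariate and an added fold change threshold. It was 1680 with DESeq2 (101 higher, 1579 lower), 1649 with DESeq2 and an absolute log2 fold change over 1 (84 and 1565), 1098 with the edgeR exact test (61 and 1037), 1156 with its dispersions from the design matrix (66 and 1090), and 9254 with limma voom (4496 and 4758). Across the 6 fits that each left out a library, it ranged from 0 to 7745 (0 to 3601 higher, 0 to 4144 lower). Of the 1649 genes, the exact test shared 1094, limma voom 1327 and the fit without control 5 1629. At an unadjusted p under 0.05, library totals gave 448 genes higher and 1213 lower, and the covariate 372 and 728. The largest counts came from limma voom, which gave control 5 the lowest weight (0.0844), and from the fit without control 5. The cause of the other differences was not tested.

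With limma fry, 21 lists were no longer past the threshold, at an adjusted p of 0.105 for interferon response, 0.137 for granzymes and perforin, 0.218 for macrophage markers, 0.231 for fatty acid, amino acid, tryptophan and glutamine metabolism, 0.235 for glucose metabolism, hepatocyte secreted proteins, liver-restricted glucose enzymes and proliferation genes, and 0.166 for T helper 1 response, T cell receptor signaling, neutrophil and granulocyte activation, natural killer cell immunity, cytokine production, leukocyte activation, antigen presentation, broadly expressed glycolytic enzymes, T cell markers and endothelial markers. The p53 target genes changed direction with fry (0.908) and camera (0.669). With camera, glutamine metabolism was at 0.356, and ATF4 and CHOP target genes passed the threshold at 0.0114.

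With the hepatocyte score as a covariate, the NES was -1.18 for glucose metabolism, -1.09 for glutamine metabolism and -1.38 for liver-restricted glucose enzymes, none of which was past the threshold, and -1.69 for p53 target genes, which was. Hepatocyte secreted proteins reversed to 0.71, which the covariate fixes in advance because the score is their mean. Glucose metabolism had an NES of -1.27 with Reactome sets, glutamine metabolism -1.44 with at least 10 counts in every library, and proliferation genes 1.39 with library totals. Ranking by log2 fold change gave -1.40 for endothelial markers and 1.68 for fibroblast markers. Leaving out each library, the NES ranged from -1.74 to -1.46 for glutamine metabolism, 0.86 to 1.71 for programmed necrosis, -1.49 to 1.48 for p53 target genes, 0.80 to 1.88 for ATF4 and CHOP target genes and -0.69 to 1.98 for fibroblast markers. The cause was not tested.

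Of the 52 genes selected by the rule for named genes, not all of which are described in the text, the log2 fold change reversed with the covariate for Tnfrsf10b (-0.07), Apoa1 (0.07) and Tat (0.17), with library totals, where the median of all genes was 0.51, for Hmgb1 (0.32) and Calr (0.16), and for Tnfrsf10b across the fits without each library (-0.13 to 2.54). Past the threshold were 23 of them with DESeq2, 22 with the exact test, 51 with limma voom and 47 without control 5. The difference in hepatocyte score kept its sign under its alternatives, from -6.16 to -2.07. No paired analysis was possible because the groups share only the replicate number 5, which belongs to different mice.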

Differences from the paper's values

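DESeq2 with a fold change threshold was chosen, and the exact test with dispersions from the design matrix was set beside the form kept, after values had been seen. The paper's number of DEGs is 1649 and the number here was 0, with 2685 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, which the methods name for differential expression while they place the FDR threshold after edgeR, gave 1680, within 1.5 times of the paper's value. The edgeR exact test (1098), limma voom (9254), an unadjusted p under 0.05 (2685), the fit without control 5 (7745) and the remaining settings (0) did not come within it. DESeq2 with an absolute log2 fold change over 1, chosen after seeing the values, gave 1649, the paper's number. The exact test with dispersions from the design matrix gave 1156, also within 1.5 times. This form was run first, and it was replaced by the form without the design matrix after its value had been seen.

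For upregulated genes the paper's number is 84 and the number here was 0. Of the alternatives set before the data were examined, DESeq2 (101) and the edgeR exact test (61) were within 1.5 times. An unadjusted p under 0.05 (442), limma voom (4496), the fit without control 5 (3601) and the others (0) were not. DESeq2 with the fold change threshold, chosen after seeing the values, gave 84, and the exact test with the design matrix, placed here after seeing the values, gave 66.

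For downregulated genes the paper's number is 1565 and the number here was 0. Of the alternatives set before the data were examined, DESeq2 (1579) and an unadjusted p under 0.05 (2243) were within 1.5 times. The edgeR exact test (1037), limma voom (4758), the fit without control 5 (4144) and the others (0) were not. DESeq2 with the fold change threshold, chosen after seeing the values, gave 1565, and the exact test with the design matrix, placed here after seeing the values, gave 1090.

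The paper labels Gzmc and Ccl12 in its volcano plot. With edgeR's quasi-likelihood test both had an adjusted p of 0.247, and with DESeq2 they had 1.7e-05 and 0.000275. Over the alternatives the adjusted p ranged from 1.7e-05 to 0.605 for Gzmc and from 0.000275 to 0.605 for Ccl12.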

Other observations

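The tests of normal liver and library size for metabolic genes, of T cell markers for granzymes, and of other splits for the numbers of genes (edgeR and DESeq2, adjusted p) and gene sets were set before their results were seen, and the other tests were chosen after. Hepatocyte secreted proteins took 0.1431% (0.1414 to 0.1449) of the counts in control 5, 16.29% (16.27 to 16.31) in control 6 and 18.63% (18.61 to 18.65) in control 7. They took 0.7456% (0.7414 to 0.7497), 0.2965% (0.2939 to 0.2991) and 0.4336% (0.4303 to 0.4369) in GOx-DOX-LGP tumors 1, 2 and 5, with 95% Wilson intervals. Their mean log2 CPM was 8.70 ± 4.62 (SD, n = 3) in controls and 5.17 ± 0.64 (SD, n = 3) in treated tumors, a difference of -3.53 (two-sided exact permutation test, p = 0.4).

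Metabolic genes had a median log2 fold change of -2.19 over 248 genes. With library totals the median of glucose metabolism was 0.06, where that of all genes was 0.51. Hepatocyte secreted proteins fell further, with a median of -5.47, than each of the metabolic lists, for which the medians lay between -4.69 and -0.01. Liver-restricted glucose enzymes had a median of -6.11 and broadly expressed glycolytic enzymes of 0.87. The liver-restricted list also holds Tat, a gene of the amino acid list. Different amounts of normal liver in the libraries is a candidate explanation for the lower metabolic genes. When the hepatocyte score was a covariate, the median moved from -0.59 to -0.16 for glucose metabolism, from -2.60 to -0.38 for fatty acid metabolism, from -3.65 to -0.46 for amino acid metabolism, from -4.69 to -0.31 for tryptophan metabolism and from -0.01 to 0.04 for glutamine metabolism. The log2 fold change moved from -6.74 to -0.27 for Pck1 and from -6.75 to -0.37 for Fabp1. The fatty acid, amino acid and tryptophan lists stayed past the threshold of the fgsea test with an NES of -2.50, -2.77 and -1.94, while glucose and glutamine metabolism did not. That test takes genes and not mice as units. With libraries as units, edgeR's quasi-likelihood test with the covariate gave 0 genes with an adjusted p under 0.05, as without it. At an unadjusted p under 0.05 it gave 372 genes higher and 728 lower, against 442 and 2243 without it. The adjusted p with the covariate was 0.853 for Pck1 and 0.834 for Fabp1. No gene set test with libraries as units was made with the covariate. It is left open how much of the pattern the score accounts for. Among the controls only control 5 had a score near the treated tumors, so that the fit with the covariate rests mostly on that library. Of the treated library totals, 2 lay within the range of the control totals, and the medians were 16374746 in controls and 16360996 in treated tumors. At an unadjusted p under 0.05, TMM normalization gave 1.85 times as many lower genes as library totals (2243 against 1213). Both settings scale by library totals, so that this ratio does not test library size. All totals lay between 15529940 and 18401178, and control 5, with the lowest hepatocyte score, had the highest total, so that library size does not account for changes of this size. The metabolic median lay at percentile 0 of random lists matched on GC content and transcript length. The 100 most abundant genes took 16.9%, 33.5% and 38.6% of the counts in controls 5, 6 and 7, and 19.1%, 19.3% and 18.8% in GOx-DOX-LGP tumors 1, 2 and 5. Without them the metabolic median was -2.17.

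For the higher granzyme expression, T cell markers had a median log2 fold change of 1.36 against 2.94 for granzymes and perforin, less than expected if more T cells in the libraries were the whole cause. The list for natural killer cell immunity shares granzyme genes, so that NK cells were not tested apart from them. With the hepatocyte score as a covariate for normal liver, the NES was 2.49 (adjusted p = 7.28e-13, fgsea permutation test). Over all alternatives, the permutation tests of fgsea together with camera and fry, the adjusted p ranged from 3.08e-13 to 0.137. With the covariate the median was 2.72. Granzyme genes and Prf1 with under 10% of shared stretches of 50 bases had a median of 2.48, and those with more had 3.83. Without the most abundant genes the median was 2.95. A change in granzyme expression per cell is a hypothesis that these tests leave open, beside a chance split of the libraries.

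With edgeR, 10 of 10 splits of the libraries gave as many genes with an adjusted p under 0.05 as the real split, since all gave 0. At an unadjusted p under 0.05, 3 splits gave as many genes as the real split. With DESeq2, 4 of 10 splits did, the real split with 1680 genes, and the splits of control 5 with treated tumors 1 and 2 (2200), 1 and 5 (2605), and 2 and 5 (1688). For gene sets, 2 of 10 splits gave as many sets, 21 in the real split and 24 in the split of control 5 with treated tumors 2 and 5. The splits with as many genes in DESeq2 all kept controls 6 and 7 together, and the others gave at most 4. The real split had the largest absolute NES for 6 of 10 immune lists, 0 of 5 metabolic lists and 3 of 10 lists written as checks. For interferon response it gave 3.41, and the largest of the other splits gave 2.96. These values were 2.65 and -3.06 for antigen presentation, and -1.86 and 2.22 for glucose metabolism. For fatty acid metabolism, 4 of 10 splits gave an absolute NES as large as the real split at -3.02. With 10 splits chance cannot be excluded for any of these results. Among DESeq2's genes with an absolute log2 fold change over 1 that the filter kept, 1259 were lower. Control 5 was above every treated tumor for 241 of them and below every treated tumor for 609, control 6 was above for 1258 and control 7 for 1259. Another 82 were higher, and controls 5, 6 and 7 were each below every treated tumor for all 82. These genes were called from the same values, so that such counts describe the libraries and test nothing.

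The hepatocyte score of control 5 was 3.37, against 11.11 and 11.61 in controls 6 and 7. To test for a mislabelled sample, the mean of the granzyme list in control 5 was set against the lowest GOx-DOX-LGP tumor and differed by -0.95, and that of the interferon list by -0.44, both outside the range of the treated tumors. Over all 25 lists, control 5 lay below every treated tumor for 18, above every treated tumor for 4 and within their range for 3. It was 3.37 for hepatocyte secreted proteins against a lowest treated tumor of 4.56, 5.25 for p53 target genes against a highest of 4.92, and 7.04 for antigen presentation, between 6.97 and 7.33. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.966 to 0.975 between control 5 and the treated tumors, and 0.730 and 0.659 with controls 6 and 7. These comparisons of a single library do not settle its label. The limma voom weights were 0.0844, 4.12 and 0.615 for controls 5, 6 and 7, and 4.97, 0.852 and 1.11 for GOx-DOX-LGP tumors 1, 2 and 5. No biological explanation was tested.

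Xist measured 7.5, 62.7 and 26.5 CPM in controls 5, 6 and 7, and 14.1, 84.2 and 10.5 CPM in GOx-DOX-LGP tumors 1, 2 and 5. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together measured 297, 237 and 339 and 197, 168 and 211 CPM in the same order. From the lowest to the highest Xist, the Y-linked total fell at 4 of 5 steps. This does not settle whether RNA of a female mouse was in some libraries, and no biological explanation was tested.

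For genes the paper measured by RT-qPCR, the log2 fold changes in the sequenced tumors were 0.35 for Atf4, 0.73 for Ddit3 (CHOP), 0.41 for Tnfrsf10b (DR5), -0.29 for Hmgb1, -0.51 for Calr, 1.38 for Ifng, 1.17 for Cxcl9, 1.30 for Cxcl10 and 0.77 for Cxcl11. Their adjusted p from edgeR lay between 0.37 and 0.826. The paper names calreticulin for RT-qPCR of HCA-1 cells in vitro and not of tumors. Its RT-qPCR values were normalized to GAPDH, unlike the values here. With library totals Hmgb1 and Calr changed direction (0.32 and 0.16), both below the median of all genes of 0.51. Across the fits without each library, the log2 fold change was between 0.96 and 2.95 for Ifng, 0.72 and 2.83 for Cxcl9, and 0.91 and 2.62 for Cxcl10. Without control 5, the adjusted p from edgeR was under 0.05 for Ddit3, Tnfrsf10b, Ifng, Cxcl9 and Cxcl10. It was not for Atf4, Hmgb1, Calr and Cxcl11. Stretches of 50 bases are shared for 20.4% of Hmgb1 and 19.9% of Ifng, and other genes overlap Ddit3, Hmgb1, Ifng, Cxcl10 and Cxcl11, so that their counts are uncertain. Ifnb1 had 0, 0 and 0 counts in controls 5, 6 and 7, and 3, 1 and 2 in GOx-DOX-LGP tumors 1, 2 and 5, and the other type I interferon genes examined had at most 2 in any library.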
